# Whole embryo culture, transcriptomics and RNA interference identify TBX1 and FGF11 as novel regulators of limb development in the mouse

**DOI:** 10.1038/s41598-020-60217-w

**Published:** 2020-02-27

**Authors:** Gautier Tejedor, Béryl Laplace-Builhé, Patricia Luz-Crawford, Said Assou, Audrey Barthelaix, Marc Mathieu, Karima Kissa, Christian Jorgensen, Jérôme Collignon, Paul Chuchana, Farida Djouad

**Keywords:** Apoptosis, Embryology

## Abstract

Identifying genes involved in vertebrate developmental processes and characterizing this involvement are daunting tasks, especially in the mouse where viviparity complicates investigations. Attempting to devise a streamlined approach for this type of study we focused on limb development. We cultured E10.5 and E12.5 embryos and performed transcriptional profiling to track molecular changes in the forelimb bud over a 6-hour time-window. The expression of certain genes was found to diverge rapidly from its normal path, possibly reflecting the activation of a stress-induced response. Others, however, maintained for up to 3 hours dynamic expression profiles similar to those seen *in utero*. Some of these resilient genes were known regulators of limb development. The implication of the others in this process was either unsuspected or unsubstantiated. The localized knockdown of two such genes, *Fgf11* and *Tbx1*, hampered forelimb bud development, providing evidence of their implication. These results show that combining embryo culture, transcriptome analysis and RNA interference could speed up the identification of genes involved in a variety of developmental processes, and the validation of their implication.

## Introduction

A number of studies have attempted to integrate what is known of the genetic and transcriptional control of vertebrate limb formation into temporal gene networks^1–4^. These efforts were based in part on transcriptome data obtained from mouse embryos collected 0.5 or 1 day apart from E9.5 to E13.5^3,5^. This approach identified gene networks tightly regulated during limb morphogenesis as well as novel genes possibly involved in these networks. However, given the complexity and speed of the underlying molecular processes at these stages, relying on time points 1 or even 0.5 day apart limits our ability to capture regulatory changes taking place at a faster pace, and to identify the factors on which they depend.

Whole rodent embryo culture methods have for long allowed the study of aspects of their development that were kept out of reach by viviparity^6^. Embryos explanted after the formation of the placenta and cultured in rolling bottles can develop up to the stage of digit formation on the limbs, an indication that their patterning and differentiation can take place under these conditions. Such conditions, however, are not equivalent to what the maternal environment normally provides, and embryos cultured at these stages are known to have a reduced growth rate, thus resulting in well-formed fetuses that are smaller than normal^7,8^ . So although the culture of whole embryos appears to be a suitable approach to track dynamic molecular changes that underlie early events during limb development, there is a need to assess the extent of its relevance and to define its limits.

We therefore used mouse exon arrays to acquire the global gene expression profiles of developing forelimb buds taken from cultured E10.5 and E12.5 mouse embryos at different time points. We found that the molecular dynamics taking place in cultured embryos very rapidly show signs of diverging from that of embryos developing *in utero*. The analysis and comparison of the different datasets obtained from forelimb buds after 0, 1, 3 and 6 h of culture nevertheless allowed us to discriminate groups of genes for which expression dynamic changes likely reflected developmental progression from others for which these changes resulted from the *in vitro* culture procedure. A number of candidate genes that had not been previously associated with early aspects of limb development were thus identified. Two of them, *Tbx1* and *Fgf11*, were tested for their implication in limb bud development and found to be involved. These results show that although gene expression profiles of cultured embryos quickly diverge from their normal course, their analysis can nevertheless deliver valuable information and lead to a better understanding of actual developmental processes.

## Materials and Methods

### E10.5 and E12.5 mouse embryo culture

Swiss mouse embryos were obtained from the breeding unit of our animal facility (French Health Authorities agreement C34-172-36) and the animals were maintained in accordance with EU directive 2010/63/EU. Since we used mouse embryos at E10.5 and E12.5, a notice of approval from ethics committees is not required. Indeed, under the 2010/63/EU directive, an ethics*-*committee approved animal protocol is needed for mouse embryo from the last third of their gestation or incubation period. Bedding was enriched with wood shaving for nesting and cages were provided with igloos for breeding. Animals used in this study did not receive any treatment. Two females were mate with one male in the late afternoon and vaginal plugs were checked the following morning, considered to be day 0.5 after conception (0.5 dpc). The pregnant mice were euthanized by cervical dislocation, before collecting E10.5 and E12.5 embryos. Experiments were performed in accordance with European and French Agricultural Ministry guidelines for the care and use of laboratory animals (Council directive 2010/63). The procedure for embryo culture was conducted as previously described^9^.

### RNA extraction, array hybridization and data processing

Total RNA was isolated from each sample using RNeasy Mini Kit (Qiagen). The quantity and purity of the total RNA were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop ND, Thermo Fisher Scientific) and their integrity by using the Agilent 2100 Bioanalyzer (Agilent Technologies; http://agilent.com/). cDNA synthesis, amplification, fragmentation and biotinylation were performed using the Ambion WT Expression Kit (Ambion, Austin, TX, USA). Microarray experiments were performed in the IRMB (Montpellier University Hospital) DNA microarray platform. Samples were hybridized to Affymetrix GeneChip® Mouse Exon 1.0 ST Arrays according to Affymetrix recommendations. These mouse exon arrays consist of an average of 4 probes per exonic region of every primary mRNA transcript allowing to interrogate the entire length of every genome transcript. The experiment was run in triplicate and included the forelimbs of E10.5 mouse embryos, the forelimbs of E10.5 embryos cultured for 1, 3 or 6 hours, the forelimbs of E12.5 mouse embryos and the forelimbs of E12.5 embryos cultured for 1 or 3 hours. Data was acquired on a GeneChip® Scanner 3000 and CEL file generation performed using AGCC. Affymetrix Expression Console™ following standard Exon Array protocols with Robust Multi-chip Average (RMA) was used to extract probe intensity data.

Microarray data were obtained and analyzed in agreement with the minimal information about microarray experiment (MIAME) recommendations^10^. The microarray data were subjected to K-means algorithm and MultiExperiment Viewer (MeV_4_8, version 10.2) software to subdivide the probe set into relevant clusters based on the expression profiles of (i) the forelimb from freshly dissected E10.5 mouse embryos and (ii) the forelimbs from E10.5 and E12.5 mouse embryos cultured for 1, 3 or 6 hours. MeV is a versatile microarray data analysis tool, integrating sophisticated algorithms for clustering^11^. Only transcripts with a significant *p*-value <0.01 were retained. The appropriate workflow for each analysis is described in the corresponding figure. The gene ontology (GO) enrichment analysis, the biological processes and networks of differentially expressed genes were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^12^. The Pathway Studio 9.0 software (Ariadne Genomics) was used for the gene interactions and visualization of interactive signaling pathways. Venn diagram are generated using Venny 2.1 Software. All our data are accessible at the gene expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo) with the provisional accession series number GSE117750.

### Flow cytometry analysis (FACS)

For annexin-V and Phospho*-*Histone H3 (pSer^12^) detection, the forelimb bud of embryos at time 0 or cultured for 1, 3 and 6 hours were harvested and incubated for 15 minutes in trypsin, 5% EDTA (Invitrogen). Then, tissues were disrupted mechanically and the released cells washed in complete media. For detection of annexin-V detection, cells were washed with binding buffer and incubated with annexin-V FITC (BD Pharmingen, Le Pont-de-Claix, France) during 15 minutes at room temperature. For Phospho*-*Histone H3 detection, cells were permeabilized with the intranuclear detection Perm/Fix solution (eBioscience) and stained 1 hour with the Phospho*-*Histone H3 (Ser10) antibody (Cell Signaling Technology). Then, cells were washed and stained 30 minutes with anti-rabbit Alexa 647 antibody (Cell Signaling Technology). Finally, samples were acquired on the FACS Canto II and analyzed using the FlowJo software (Ashland, OR, USA).

### SiRNA injection in E9.5 mouse embryos

For *in vivo* transfection reagent studies, 100 μM siRNA solutions were prepared in sterile PBS. Formulation of Injectin (BioCellChallenge) complexes with 100 μM siRNA solutions was prepared according to the manufacturer’s instructions and injected in 4 sites surrounding the left bump on the flank of E9.5 embryos where the forelimb will start to appear at E10.5. For the 4 local injections of 5 nL each, we used the Eppendorf ® FemtoJet® microinjector and then cultured the E9.5 mouse embryos in the roller culture system for 24 hours. We used an untargeted siRNA labeled with the fluorescent dye CY3 (MWG Biotech) both as a control, for the injection - hence its designation as CTL siRNA - and, to track the injection site. It was co-administered with siRNAs against *Fgf11* or *Tbx1* (Ambion) with the siGLO (a non-targeting fluorescent siRNA). The impact of these experiments on the expression of *Fgf11* and *Tbx1* was monitored by RT-qPCR and whole mount *in situ* hybridization (WISH).

### RT-qPCR analysis

Total RNA was extracted using the RNeasy mini kit (Qiagen S.A.). RNA (500 ng) was reverse transcribed using the Multiscribe reverse transcriptase (Applied Biosystems). Quantitative PCR was performed using the SYBR Green I Master kit and a LightCycler^®^ 480 Detection system, following manufacturer’s recommendations (Roche Applied Science). Specific primers for *Fgf11* and *Tbx1* were designed using the Primer3 software (Fgf11 F: TCC TCA TCC TGC TGT CCA AGG T; Fgf11 R: ATT CGC CTG GAG GTA GAA ACC C; Tbx1 F: CGA GAT GAT CGT CAC CAA GGC A; Tbx1 R: GTC ATC TAC GGG CAC AAA GTC C. Data were normalized to the housekeeping gene ribosomal protein S9 (RPS9). Values were expressed as relative mRNA level of specific gene expression as obtained using the 2^−ΔCt^ method.

### Whole mount *in situ* hybridization

*Fgf11*, *Tbx1* and *Sox6* antisense RNA probes were generated from cDNA clones (*Fgf11* clone: 30101881/IRAVp968D07109D, *Tbx1* clone: 8862496/IRCKp5014O0612Q, *Sox6* clone: 30094413/IRAVp968C07156D- Life Sciences Source BioScience), and Digoxygenin (DIG) labeled using a Dig labelling kit (Roche). Whole mount *in situ* hybridization were performed on E10.5, 24 hours-cultured E9.5 mouse embryos as previously described^13^. Finally, images were acquired on Olympus MVX10 (Supplementary Fig. S3A) or Zeiss SteREO Discovery.V12 (Supplementary Fig. S3B) stereo microscopes.

### Monitoring of forelimb development of E9.5 mouse embryos after siRNA injection and culture

Left forelimb development was monitored by measuring the surface of the left forelimb of E9.5 mouse embryos cultured for 24 hours (beginning of the bump on the flank) up to the most proximal end of the forelimb. To exclude the size variability between mouse embryos and quantify the effect of the siRNA injection on the development of the left forelimb, the measured area of the left forelimb was normalized by the surface of the untreated right forelimb of mouse embryos. The measure of the forelimb surface was done with the ImageJ software. Significance testing was done using Mann-Whitney unpaired t-test, two tails using GraphPad Prism 6 Software. Graphs show mean ±Standard Error of the Mean (SEM).

### Statistical analysis

Results are expressed as the mean ± SEM and all experiments were performed at least 3 times. Generated P values were obtained using Mann-Whitney unpaired t-test, two tails using GraphPad Prism 6 Software. Graphs show mean ±Standard Error of the Mean (SEM). P-values <0.05 (*), P < 0.01 (**) or P < 0.001 (***) were considered statistically significant. Analysis and graphical representation were performed using Graph-Pad Prism^TM^ software (Graphpad).

## Results

### Extended embryo culture delays developmental progression

E10.5 mouse embryos were cultured in rotating bottles with constant gassing for 24 hours^14^. Frequent monitoring of their heartbeat showed that they remained alive for the duration of the culture. They visibly gained in size and in vascular complexity, indications that the procedure did not prevent them from furthering their development. To assess what developmental stage they had reached after 24 h culture we compared their total somite number to that of *in utero*-developed E11.5 embryos. This number increased from 32–40 to 42–47 in cultured embryos, a final tally similar to the 45–47 somites counted in E11.5 embryos (Fig. 1A), suggesting that the pace of development was barely affected by culture conditions. However, compared to E11.5 embryos, cultured embryos exhibited a noticeable overall growth delay (Fig. 1B,C). Focusing on the development of the head and the limbs (forelimb and hindlimb), we noticed a significant increase of their size in cultured embryos, but this increase was only half of that measured in E11.5 embryos (Fig. 1C). In contrast the same cultured embryos showed no increase in body size. These results indicate that, after 24 hours, although this culture system allows E10.5 embryos to be kept alive for extended period of times and their development to proceed, their growth is clearly affected, indicating that culture conditions are not optimal. They also show that different body parts are affected differently, suggesting that the developmental program adapts to suboptimal conditions, sustaining growth less in some regions than in others. In this context limb development provides a suitable benchmark to assess the extent of this growth defect and its impact on development. We decided to investigate the establishment of this defect and thus to determine to what extent *in vitro* development is relevant to the study of developmental events taking place *in utero*. Defining the limits of *in vitro* culture approaches is an important issue given their widespread use.

**Figure 1:**
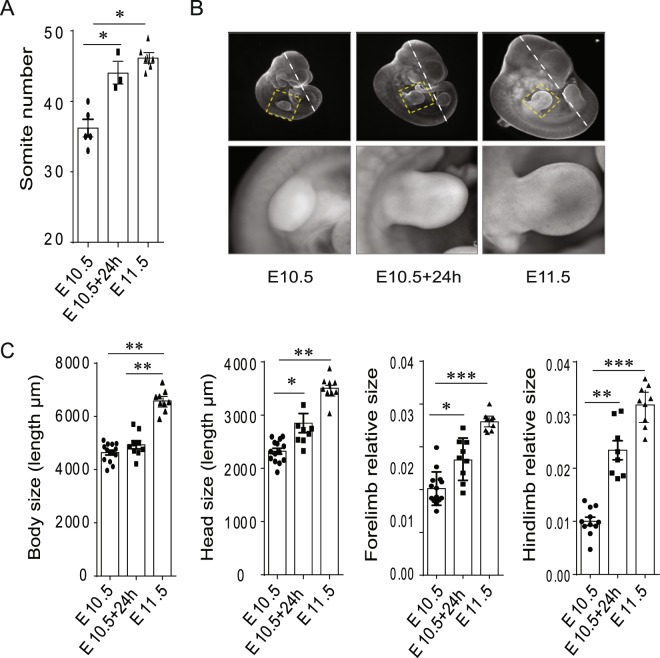
Cultured E10.5 mouse embryos exhibit evidence of a developmental delay. (**A**) Quantification of the total somite number in uncultured E10.5 and E11.5 mouse embryos and in *ex utero* developing E10.5 mouse embryos during 24 hours. (**B**) Pictures of the right forelimb of uncultured, 24 h *ex utero* cultured E10.5 and uncultured E11.5 mouse embryos. (**C**) Assessment of body size corresponding to the Crown to Rump length (hatched white line traced in panel B), head size in µm and the relative limb size (forelimb and hindlimb) of *ex utero* and *in utero* developing embryos. The relative sizes of the forelimb and hindlimb correspond to their respective surface normalized by the body size of the embryo. Error bars indicate standard error of the mean ( ± SEM).

### Gene expression dynamics in forelimb buds developing ex utero

To define the time window during which *ex utero* development faithfully reflects *in utero* development at the molecular level, we performed transcriptome analyses of forelimb buds (FB) from cultured E10.5 embryos to identify and characterize differentially regulated gene sets. RNAs were extracted from the FBs of E10.5 embryos either freshly dissected or after 1, 3 or 6 hours of culture in rotating bottles. They were analyzed using the Affymetrix GeneChip Mouse Exon 1.0 ST microarray, that provides a complete expression profile of messenger RNA (mRNA) as well as the intermediary long intergenic non-coding RNA (lincRNA). 

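Forelimb buds (FBs) of E10.5 embryos were measured on 3 arrays per time point, freshly dissected (0 h) and after 1, 3 and 6 h of culture. FBs of E12.5 embryos at 0, 1 and 3 h, also on 3 arrays each, bring the series to 21 arrays in 7 groups. The authors summarized the probes of each transcript cluster to a log2 value per array with RMA in the Affymetrix Expression Console software. RMA corrects for background, normalizes the probe intensities across arrays and combines the probes. The paper's text gives no version of this software and no genome build. In the table of values, 14996 transcript clusters carry 1 gene, 1019 carry several and 7317 carry none. Genes were read from the clusters with 1 gene, taking the one with the highest mean for the 135 genes that had several, which left 14860 genes. The median log2 value of an array lay between 6.22 and 6.33 at 0 h, 6.29 and 6.40 at 1 h, 6.00 and 6.39 at 3 h, and 6.02 and 6.34 at 6 h. The number of arrays limits the precision. A linear model with a mean for each of the 7 groups was fitted to all 21 arrays with limma. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05. Changes are on the log2 scale, and their standard errors come from this model. Before the data were examined, but with the paper's own tables in view, 14 lists of genes of cellular processes and 16 lists of tissue markers were written down. Each list with at least 5 measured genes was compared with all other genes by limma's camera test, at a preset correlation between genes of 0.01 and again with an estimated correlation. Gene positions are those of mouse assembly GRCm38.p6.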

For all genes thus found expressed, their expression level at E10.5 (or time 0) was set at 0 (histogram baseline), and used as a reference for comparison with their expression levels in cultured embryos (Fig. 2A). Using Multi-Experiment Viewer software and K-means algorithm, we identified differentially expressed genes that could be grouped into eight clusters according to their respective expression dynamics over the 6-hour time course (Fig. 2B and Supplementary Table 1). 

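After 1 h of culture, FBs of E10.5 embryos held more transcripts of *Aldh1a2*, which makes retinoic acid in the trunk mesoderm, and of *Wnt2*, a secreted Wnt ligand, than freshly dissected FBs. Each time point has its own samples. For the mesothelium markers below, *Aldh1a2* among them, more body wall tissue in the cultured samples and a response to culture cannot be told apart. *Aldh1a2* (gene 19378, chromosome 9 from 71215789 to 71296243) went from 6.61 ± 0.81 (SD, n = 3) at 0 h to 10.69 ± 0.21 at 1 h. Its change was 4.08 (standard error 0.30, adjusted p = 5.51e-07) at 1 h and 3.83 (adjusted p = 7.47e-07) at 3 h. *Wnt2* (gene 22413, chromosome 6 from 17985474 to 18032772) rose by 2.86 (standard error 0.39, adjusted p = 0.000442) at 1 h and by 3.35 (adjusted p = 6.88e-05) at 3 h. *Acta2*, the smooth muscle actin, rose by 2.63 (adjusted p = 2.09e-06) and 2.91 (adjusted p = 5.15e-07). *Thbs4*, a thrombospondin of the extracellular matrix, rose by 2.18 (adjusted p = 0.0016) and 2.77 (adjusted p = 0.000125). Most measured markers of the coelomic mesothelium, which lines the body cavity beside the limb, rose too. Of 13 measured, 7 of them in the paper's tables, 9 rose and 1 fell at 1 h (10 and 1 when adjusted over the list alone). At 3 h 10 rose (11 rose and 1 fell when adjusted over the list alone). *Upk3b*, a uroplakin of this list, rose by 2.54 (adjusted p = 0.00058) and 3.19 (adjusted p = 4.62e-05), and *Gata5*, a GATA transcription factor, by 1.99 (adjusted p = 0.000232) and 2.44 (adjusted p = 2.22e-05). The mesothelium list had adjusted p = 2.12e-10 and 9.22e-15 in the camera test, and adjusted p = 0.219 and 0.108 with an estimated correlation, at 1 h and 3 h. Its 6 members in none of the paper's tables had adjusted p = 0.306 and 0.0132 in the camera test, so the call at 1 h did not hold without the paper's genes. Some markers of the distal limb mesenchyme fell. Of 20 measured, 5 of them in the paper's tables, 6 fell and 1 rose at 1 h (7 and 1 when adjusted over the list alone). At 3 h 2 fell (12 fell and 1 rose when adjusted over the list alone). *Lhx2*, a LIM homeodomain factor of the growing limb tip, fell by 1.17 at 1 h (adjusted p = 0.00776). The distal list had adjusted p = 1e-07 and 2.63e-05 in the camera test, and adjusted p = 0.313 and 0.408 with an estimated correlation, at 1 h and 3 h. Of 18 markers of the proximal limb, shoulder girdle and flank, 2 of them in the paper's tables, 2 rose at 1 h and 2 at 3 h (6 and 4 when adjusted over the list alone). The proximal list had adjusted p = 0.00381 and 0.00604 in the camera test, and adjusted p = 0.513 and 0.518 with an estimated correlation, and with its 16 members outside the paper's tables adjusted p = 0.0619 and 0.0655 in the camera test. Over all genes, 414 rose and 167 fell at 1 h, and 480 rose and 216 fell at 3 h. This balance depends on the arrays and their weights. Without 0 h replicate 1, 378 rose and 456 fell at 1 h, and 418 rose and 421 fell at 3 h, and with array weights 928 rose and 956 fell at 1 h. Of the genes in Supplementary Table 1, 356 were measured, and 204 of them rose and 11 fell at 1 h, and 185 rose and 11 fell at 3 h. The paper chose these genes on the same samples, so the counts are not independent evidence. At 1 h, 239 genes changed without 0 h replicate 2, 233 without 0 h replicate 3, 240 without 1 h replicate 1 and 382 without 1 h replicate 2. At 3 h, 336 changed without 0 h replicate 2, 317 without 0 h replicate 3 and 415 without 3 h replicate 1.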

For six of these clusters, the gene expression profiles went back to their original level after just 6 hours of culture. 

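After 6 h of culture, some genes that pattern the limb tip and its ridge stood below their 0 h level, while genes such as *Wnt2* and *Aldh1a2* stayed above it. *Hoxd13* (gene 15433, chromosome 2 from 74668225 to 74671603), a homeobox gene of the distal limb, went from 9.84 ± 0.30 (SD, n = 3) to 6.37 ± 0.49. Its change was -3.48 (standard error 0.38, adjusted p = 1.2e-05). *Shh*, the signal of the zone of polarizing activity, fell by 2.91 (adjusted p = 1.57e-05), and *Fgf8*, an Fgf of the apical ectodermal ridge, fell by 2.00 (adjusted p = 3.9e-06). Of the distal limb mesenchyme markers, 14 fell (15 when adjusted over the list alone), with a median of -1.61. The distal list had adjusted p = 8.2e-19 in the camera test, and adjusted p = 0.108 with an estimated correlation. Of 20 markers of limb ectoderm and apical ridge, 2 of them in the paper's tables, 12 fell (15 when adjusted over the list alone). Among them *Sp8*, a zinc finger factor of the ridge, fell by 1.65 (adjusted p = 0.000149). The ectoderm list had adjusted p = 2.27e-11 in the camera test, and adjusted p = 0.283 with an estimated correlation. Of 14 genes of cholesterol synthesis, 10 fell (11 when adjusted over the list alone), for example *Cyp51*, lanosterol demethylase, which fell by 0.84 (adjusted p = 0.000245). The cholesterol list had adjusted p = 4.27e-09 in the camera test, and adjusted p = 0.313 with an estimated correlation. *Efemp1*, a fibulin of the extracellular matrix, rose by 3.42 (standard error 0.16, adjusted p = 8.66e-10). *Wnt2* and *Aldh1a2* stood 4.61 and 4.04 above 0 h (adjusted p = 1.03e-06 and 2.38e-07). Of the mesothelium markers, 10 were higher than at 0 h (10 when adjusted over the list alone), with adjusted p = 4.74e-18 in the camera test, and adjusted p = 0.0929 with an estimated correlation. Of the proximal and flank markers, 9 rose and 3 fell (10 and 4 when adjusted over the list alone), with adjusted p = 0.000717 in the camera test, and adjusted p = 0.47 with an estimated correlation. Outside the paper's tables, the 22 mesothelium and flank markers had a median change of 0.594 and the 15 distal markers of -1.136. Each time point has its own samples. A different dissection margin at 6 h and a response to culture therefore cannot be told apart for the distal, ridge, mesothelium and flank markers. The median change from 0 h to 6 h over the measured genes of Fig. 2B was -0.01, 0.09, 0.55 and 1.25 in clusters 1, 2, 3 and 4. In clusters 5, 6, 7 and 8 it was 1.43, 2.43, 1.07 and 0.84. Cluster 1 went both ways, with 23 genes higher and 10 lower. Of the 356 measured genes of Supplementary Table 1, 148 were higher and 11 lower at 6 h, which is not independent evidence. In all, 578 genes rose and 426 fell. The total was 634 without 0 h replicate 3 and 1710 without 6 h replicate 1, where the balance turned, with 710 higher and 1000 lower.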

For the other two, gene expression went up to a certain level within the first hour of culture and maintained this level for the rest of the time-course (Fig. 2B and Supplementary Table 1). These observations indicate that culture conditions affect developmental dynamics quite rapidly.

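Some markers of several tissues other than limb mesenchyme differed between cultured and freshly dissected E10.5 FBs. *Prl8a2* (gene 13529, chromosome 13 from 27345673 to 27354216), a prolactin-like hormone of the decidua, went from 11.56 ± 1.82 (SD, n = 3) at 0 h to 4.33 ± 0.33 at 1 h. Its change was -7.23 (standard error 0.85, adjusted p = 0.000127). Of 10 measured markers of placenta and decidua, 3 of them in the paper's tables, 3 fell at 1 h and 2 at 3 h (6 and 5 when adjusted over the list alone). The placenta and decidua list had adjusted p = 2.21e-07 and 0.000801 in the camera test, and adjusted p = 0.313 and 0.512 with an estimated correlation, at 1 h and 3 h. Its mean log2 value per array was 4.97, 7.19 and 7.19 at 0 h, 4.00 to 4.15 at 1 h and 4.23 to 4.49 at 3 h. At 6 h it was 4.95, 7.21 and 5.84. Of 21 skeletal muscle markers, 10 of them in the paper's tables, 9 were higher at 1 h (17 when adjusted over the list alone). *Casq2*, calsequestrin of the sarcoplasmic reticulum, rose by 2.32 (adjusted p = 0.00356). The muscle list had adjusted p = 6.03e-14 in the camera test, and adjusted p = 0.304 with an estimated correlation. Of 20 markers of neurons and sympathetic ganglia, 7 of them in the paper's tables, 6 rose at 1 h (15 when adjusted over the list alone), with adjusted p = 6.24e-12 in the camera test, and adjusted p = 0.356 with an estimated correlation. The mean of this list was 9.58 in 1 h replicate 1, apart from 6.73 and 6.83 in the other 1 h arrays and 6.01 to 6.17 at 0 h. *Dbh*, which makes noradrenaline, rose by 2.43 (adjusted p = 0.00305). Of 11 neural crest and Schwann cell markers, 5 of them in the paper's tables, 6 rose (6 rose and 1 fell when adjusted over the list alone), with adjusted p = 1.48e-05 in the camera test, and adjusted p = 0.283 with an estimated correlation. Its mean was 8.17 in the same array against 7.24 and 7.17, and its 6 members in none of the paper's tables had adjusted p = 0.418 in the camera test. *Gfra3*, a receptor for a neurotrophic factor, rose by 1.22 (adjusted p = 0.000665). Of 19 endothelial markers, 4 of them in the paper's tables, 6 rose at 3 h (10 rose and 1 fell when adjusted over the list alone), with adjusted p = 1.51e-07 in the camera test, and adjusted p = 0.357 with an estimated correlation. *Eng*, endoglin, rose by 0.74 (adjusted p = 0.00274). With the placenta and decidua value of each array as a covariate, chosen after seeing the data, 80 genes changed at 1 h and 204 at 3 h. From the time courses of its 8 clusters, the paper concludes that culture conditions affect developmental dynamics rapidly.

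**Figure D1:**
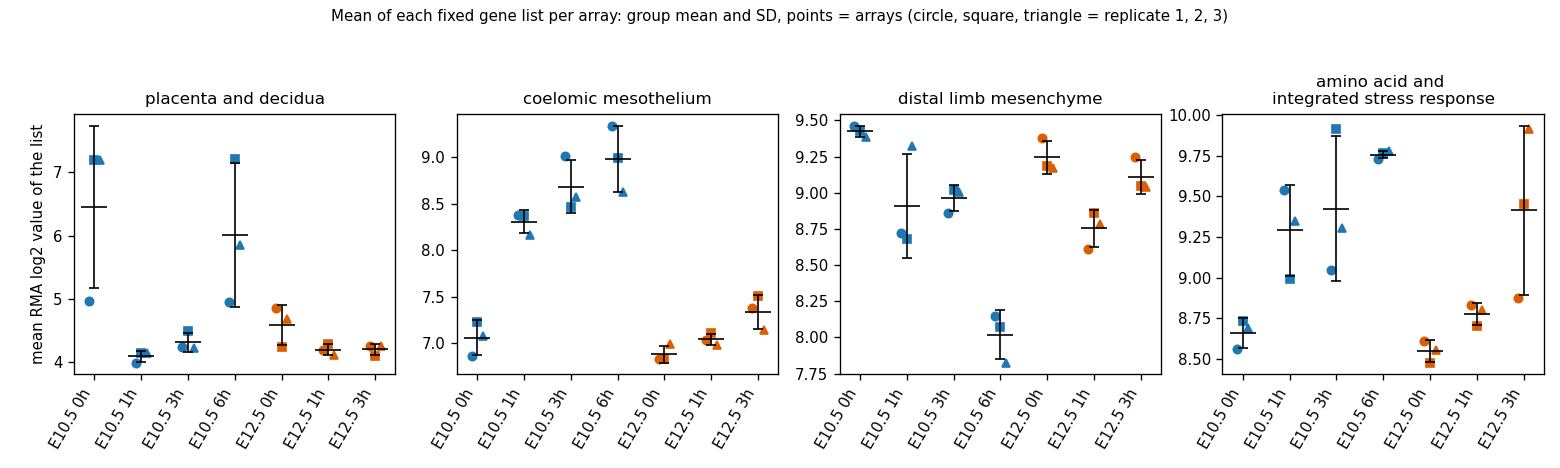
Mean log2 value of 4 lists of genes in each of the 21 arrays, by stage and hours of culture, with replicates 1, 2 and 3 as symbols and the mean and SD of each group of 3 arrays. Placenta and decidua markers lie at 7.19 in uncultured E10.5 replicate 2 and at 4.00 in E10.5 1 h replicate 1.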

**Figure 2:**
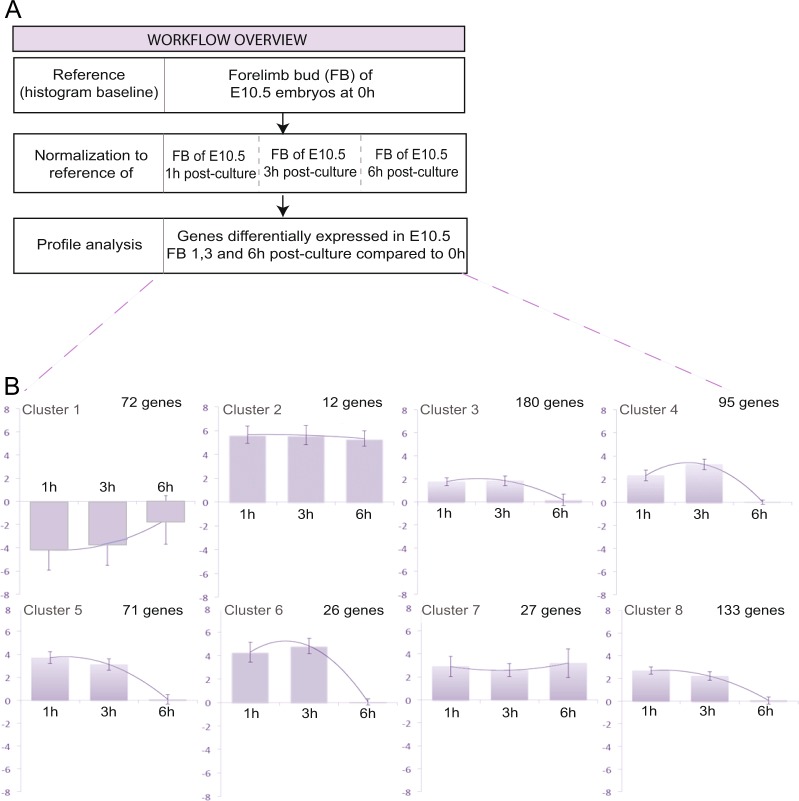
Gene expression dynamics in forelimb buds developing *ex utero*. (**A**) Overview of approach and computational analysis. We used the forelimb bud of E10.5 embryos at time 0 as a reference and attributed the value 0 to all the genes expressed in this sample of reference (Reference, Histogram baseline). The relative expression level of genes differentially expressed during the *ex utero* development of the FB of E10.5 mouse embryos after 1 h, 3 h and 6 h of culture, is normalized to reference genes expressed in FBs of freshly dissected E10.5 embryos (histogram baseline). (**B**) Expression profile of genes differentially regulated during the *ex utero* forelimb bud development of E10.5 mouse embryos. After 1 and 3 hours of culture we identified 616 genes with a linear dynamic expression through the time course of *ex utero* development. However, most of these genes saw their expression going back to its original level after 6 hours of culture. The Y axis represents a normalized expression variation.

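*Postn*, periostin of the connective tissue matrix, was raised early in culture and was still raised at 6 h. It rose by 1.87 (adjusted p = 0.000657) at 3 h and by 2.31 (adjusted p = 3.31e-05) at 6 h. *Tnnt2*, the troponin T of heart and early skeletal muscle, came back toward its 0 h level. It rose by 1.59 (adjusted p = 0.00317) at 1 h and 1.60 (adjusted p = 0.00276) at 3 h, and its change between 3 h and 6 h was -1.31 (adjusted p = 0.0163). *Efemp1* went further, by 0.75 between 3 h and 6 h (adjusted p = 0.0159), and both were named for this step after their values were seen. At both 1 h and 3 h, 250 genes rose and 84 fell, 334 in all, and 199 of these (59.6%) were still changed the same way at 6 h. All 3 changes are measured from the same 0 h arrays, which favours this. Over all genes, the changes at 3 h and 6 h correlated with r = 0.615 and had the same sign in 72.1%. Simulated arrays with no change and a shared 0 h group gave a mean r of 0.472 (from -0.07 to 0.829 over 100 draws) and a mean of 66.0%. Still changed the same way at 6 h were 75.2% of the genes that rose (188 of 250) and 13.1% of those that fell (11 of 84). The mean of the placenta and decidua markers was 4.97, 7.19 and 7.19 at 0 h and 4.95, 7.21 and 5.84 at 6 h. At 1 h and 3 h it was at most 4.49. For the genes that fell, decidua carried along with 0 h and 6 h samples and a return with time in culture cannot be told apart. Tested between 3 h and 6 h, without the 0 h arrays, 20 of the 334 genes moved back toward the 0 h level and 13 moved further from it. The 3 h arrays helped to choose these genes, which favours moves back in this test. The median ratio of the change at 6 h to the earlier change was 0.822 over the 334 genes, 1.02 for those that rose and 0.371 for those that fell. Among the 334, the share of the genes of a Fig. 2B cluster still changed the same way lay between 61.8% (cluster 3) and 88.5% (cluster 1), apart from cluster 2, with 1 of 2. Another 624 genes passed the test at 6 h but at neither earlier time, 249 higher and 375 lower. Without 0 h replicates 1, 2 or 3, 546, 163 or 149 genes changed at both earlier times, and 200 without 1 h replicate 1 and 206 without 3 h replicate 1. With the placenta and decidua value as a covariate, a setting chosen after the data were seen, the number was 64.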

### Extended embryo culture triggers stress-induced cellular response

Are the gene expression dynamics we observed the result of a culture-induced stress? A cell’s response to stress involves a choice between death and survival, with competing processes leading either to apoptosis or to cell dedifferentiation and proliferation^15^. We therefore investigated whether any of these cellular processes was affected in cultured embryos.

First, FACS analysis of FBs stained with FITC-conjugated Annexin-V allowed us to detect a peak of apoptotic cells in the buds of E10.5 embryos cultured for 3 hours. The percentage of Annexin-V-positive cells then reverted to E10.5 reference level after 6 hours of culture (Fig. 3A).

**Figure 3:**
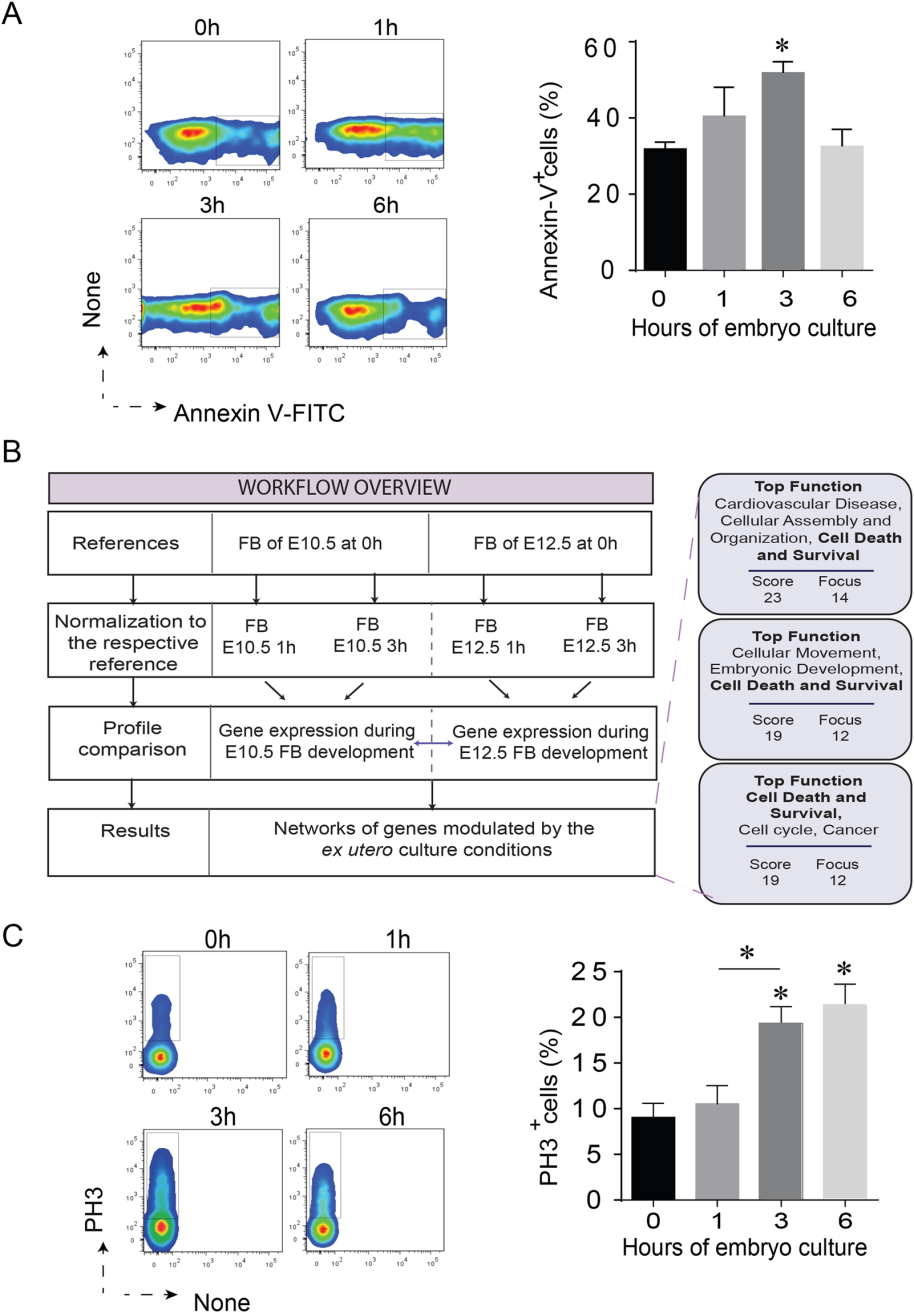
Impact of embryo culture on tissue growth. (**A**) Percentage of Annexin-V positive cells in the forelimb bud of E10.5 mouse embryos before *ex utero* culture and after 1, 3 and 6 h of culture. Results of the FACS analysis are represented in the right panel as histogram (%± SEM). In the left panel, a representative FACS dot plot of Annexin-V + cells at each time point for one mouse embryo. (**B**) Overview of approach and computational analysis. The functional analyses were generated through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). During the first hours of mouse embryo culture in a controlled system, 39 out of 83 genes display a similar expression dynamic and are associated with cell death and survival processes. (**C**) Percentage of H3 phosS10 positive cells in the forelimb bud of E10.5 mouse embryos before *ex utero* culture and after 1, 3 and 6 h of culture. Results of the FACS analysis are represented in the right panel as histogram (%± SEM). In the left panel, a representative FACS dot plot of H3 phosS10^+^ cells at each time point for one mouse embryo.

Second, to identify genes that might be specifically involved in the response to culture conditions we looked for genes that displayed similar expression dynamics during the first 3 hours of culture when starting with embryos taken at two different embryonic stages: E10.5 and E12.5. To do so, we performed transcriptome analysis as described before on FBs taken from E12.5 embryos, either freshly dissected or after 1 or 3 hours of culture. 

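The 9 arrays of E12.5 FBs, 3 each at 0, 1 and 3 h of culture, were fitted in the same model as those of E10.5. Their median log2 values were 6.47 to 6.54 at 0 h and 6.43 to 6.57 at 3 h, and at least 6.50 at 1 h. Each culture time was compared with E12.5 at 0 h. The change in E12.5 culture was then subtracted from that in E10.5 culture at the same time, to test whether they differ. A gene counted as changed the same way in both cultures when it passed the test with the same sign at 1 h and 3 h of both.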

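In FBs of both stages, *Tagln*, an actin-binding protein of smooth muscle, *Igf1*, the insulin-like growth factor, and *Wnt2b*, a Wnt ligand, were higher after culture than at 0 h. *Tagln* rose by 1.57 (adjusted p = 0.00138) and 1.79 (adjusted p = 0.000264) at 1 h and 3 h of E10.5 culture. In E12.5 culture it rose by 1.49 (adjusted p = 0.00284) and 1.67 (adjusted p = 0.000135). For *Igf1* the changes in the same order were 1.21, 1.25, 1.03 and 1.16, and for *Wnt2b* 1.04, 1.27, 1.53 and 1.88. *Cxcl13*, a B cell chemokine, went from 4.99 ± 0.18 (SD, n = 3) to 8.12 ± 0.47 at 1 h of E12.5 culture, a change of 3.13 (standard error 0.22, adjusted p = 6.19e-07). *Hoxc5* (gene 15424, chromosome 15 from 103014008 to 103017429), a homeobox gene of the anterior trunk, went from 7.67 ± 0.36 to 10.52 ± 0.08. Its change was 2.85 (standard error 0.29, adjusted p = 6e-05). *Adh1*, an alcohol dehydrogenase that oxidizes retinol, rose by 2.83 (adjusted p = 1.38e-05). Of the 18 proximal, shoulder girdle and flank markers, 10 rose at 1 h and 16 at 3 h of E12.5 culture (13 and 16 when adjusted over the list alone). They had adjusted p = 1.68e-18 and 1.94e-13 in the camera test, and adjusted p = 0.0929 and 0.144 with an estimated correlation. *Hoxb3* and *Pax1* of this list, which mark anterior trunk and shoulder girdle, rose by 2.16 (adjusted p = 7.26e-06) and 2.03 (adjusted p = 0.000294) at 3 h. At 0, 1 and 3 h of E12.5 culture, 9, 14 and 18 of the 18 lay above the median gene. Each time point has its own samples. For these markers, more proximal or flank tissue in the cultured samples and a response to culture cannot be told apart. In all, 191 genes rose and 123 fell after 1 h of E12.5 culture, and 1477 rose and 2609 fell after 3 h. The balance at 1 h turns with array weights (710 higher and 769 lower) and at an unadjusted p under 0.01 (426 and 437). The balance at 3 h depends on the scaling, with 1730 higher and 2097 lower under a common median, 2265 and 2432 under quantile normalization and 2252 and 2252 under cyclic loess. In both cultures and at both times, 43 genes rose and 3 fell, 46 in all. Those that rose include *Hoxc5* and *Hoxa2* of the proximal and flank list and *Wt1* of the mesothelium list, for which the same limit holds. Those that fell, named after their values were seen, were *Mecom*, a zinc finger factor, and *Orc1* and *Chek2*, of DNA replication and its checkpoint. The 314 genes at 1 h of E12.5 culture became 106 and 110 without E12.5 0 h replicates 1 and 2, and 112 and 137 without E12.5 1 h replicates 1 and 3. The 46 genes became 28 and 21 without E10.5 0 h replicates 2 and 3, 28 without E10.5 1 h replicate 2, and 30 without E10.5 3 h replicate 1 or 3. They became 17 and 20 without E12.5 0 h replicates 1 and 2, and 20, 22 and 21 without E12.5 1 h replicates 1, 2 and 3. With the mean of the placenta and decidua markers as a covariate, added after seeing the data, they became 12.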

Analysis and comparison of the E12.5 datasets with their E10.5 counterparts allowed us to identify 83 genes showing a similar expression profile over the 3-hour time course (Fig. 3B, Supplementary Table 2). The expression of these genes thus appears to be modulated by the procedure undergone by the embryos, including their harvesting and culture, not by stage-specific developmental processes. These 83 genes were then categorized based on their functions, interconnectivity, and involvement in canonical pathways using the Ingenuity Pathway Analysis application (IPA) (Fig. 3B, Supplementary Fig. S1). 

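*A2m* (gene 232345, chromosome 6 from 121636165 to 121679238), the protease inhibitor alpha-2-macroglobulin, was lower in E10.5 culture, with log2 changes of -4.84 (adjusted p = 0.00259) at 1 h and -4.53 (adjusted p = 0.00399) at 3 h. Among the E10.5 arrays it went with the placenta and decidua markers, at 7.02, 11.46 and 11.22 at 0 h and 8.69, 11.27 and 9.46 at 6 h, where it was 4.44 higher than at 3 h (adjusted p = 0.00686). Every other measured gene of Supplementary Table 2 had the sign of its fold in that table, at 1 h and 3 h of both cultures. The table does not state the contrast to which a fold belongs. Of its 83 genes, 73 were measured, so that 72 of the 73 had this sign in E10.5 culture and 73 of 73 in E12.5 culture. The paper chose the genes on these samples, so this is not independent evidence. The number that passed the test with the paper's sign was 45 and 42 at 1 h and 3 h of E10.5 culture, and 32 and 58 at E12.5. The median change over the 73 genes was 0.98 and 0.95 at 1 h and 3 h of E10.5 culture and 0.92 and 0.97 at E12.5. In tests of the difference between the stages, 2 of the 73 had the higher and 3 the lower change at E10.5 at 1 h, and 5 the higher and 4 the lower at 3 h. Over all genes, the change in culture differed between the stages for 80 genes at 1 h, 58 with the higher change at E10.5. At 3 h it differed for 2119, 1401 with the higher change at E10.5. *Acta2*, named here after its values were seen, rose by 2.06 (adjusted p = 0.00341) more at E10.5 than at E12.5 at 1 h and by 2.41 (adjusted p = 0.000378) more at 3 h. The 80 genes became 301 and 34 without E10.5 0 h replicates 1 and 2, and 45 without E10.5 1 h replicate 1. They became 41 and 36 without E12.5 0 h replicates 1 and 2, and 35 and 34 without E12.5 1 h replicates 1 and 3. The 2119 genes became 1173 without E10.5 0 h replicate 2, 1220 without E12.5 0 h replicate 2 and 1187 without E12.5 3 h replicate 2. The paper proposes that the procedure undergone by the embryos, harvest and culture included, modulates these genes, rather than processes specific to a stage.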

The genes were mapped in the Ingenuity Pathways Knowledge Base (IPKB) with their respective expression values and designated focus genes. Based on gene connectivity, the algorithm generated networks of focus genes and assigned them a score taking into account the number of focus genes and the size of each network (Fig. 3B, Supplementary Fig. S1). Thus, IPA analysis of the 83 genes found that 38 of them were implicated in gene networks associated with cell death and survival (Fig. 3B, Supplementary Fig. S1, Supplementary Table 2), suggesting that the *ex-utero* embryo culture procedure triggers a specific response from these gene networks.

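Among regulators of apoptosis, *Xiap*, an inhibitor of caspases, and *Bid*, a death agonist of the *Bcl2* family, were lower in E12.5 FBs after 3 h of culture. *Xiap* fell by 0.94 (adjusted p = 7.15e-05), and *Bid* fell by 0.68 (adjusted p = 0.000314). Of 19 measured regulators, which share no gene with the paper's tables, 2 fell and 1 rose (2 fell when adjusted over the list alone). In E10.5 culture limma called 0 of them at 1 h and 0 at 3 h. At an unadjusted p under 0.05, 1 was higher and 2 lower at 1 h, and 1 higher and 3 lower at 3 h. The apoptosis list had adjusted p = 0.487 and 0.926 in the camera test at 1 h and 3 h of E10.5 culture and adjusted p = 0.598 and 0.838 at E12.5. Of 18 targets of p53, 1 rose at 1 h and 2 at 3 h of E10.5 culture (1 and 2, with 1 lower at 1 h, when adjusted over the list alone). At 3 h of E12.5 culture 3 rose and 4 fell (3 and 4 when adjusted over the list alone). The p53 list had adjusted p = 0.446, 0.0179 and 0.77 in the camera test at these times, and adjusted p = 0.513 with an estimated correlation at 3 h of E10.5 culture. *Cdkn1a*, the p21 inhibitor of the cell cycle, rose by 1.26 (adjusted p = 0.00116) at 3 h of E12.5 culture. *Plk2*, a kinase induced by p53, rose by 0.74 (adjusted p = 0.00309) at 3 h of E10.5 culture and fell by 0.68 (adjusted p = 0.00102) at 3 h of E12.5 culture. From the number of the 83 genes in networks of cell death and survival, the paper proposes that the culture procedure acts on these networks. Its FACS also shows a peak of Annexin-V positive cells at 3 h of E10.5 culture. Transcript levels of whole FBs are another measure than the share of apoptotic cells, and the 2 need not move together.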

We then investigated whether cell proliferation is also affected in cultured embryos. To that end, we quantified histone H3 phosphorylation at Ser10, a recognized marker of mitotic chromosomes^16,17^, and found a significant increase in the FBs of cultured mouse embryos at the 3-hour mark, still maintained after 6 hours of culture (Fig. 3C).

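*Hspa1a*, the stress-inducible heat shock protein 70, was higher after culture in FBs of both stages. *Hspa1a* (gene 193740, chromosome 17 from 34969359 to 34972156) went from 7.66 ± 0.19 (SD, n = 3) to 12.18 ± 0.24 after 1 h of E10.5 culture, a change of 4.51 (standard error 0.43, adjusted p = 8.07e-06). Between 3 h and 6 h it changed by -3.61 (adjusted p = 0.000248), to 0.83 above 0 h (adjusted p = 0.279). In E12.5 culture it rose by 2.96 (adjusted p = 0.00116) at 1 h and 4.47 (adjusted p = 7.26e-06) at 3 h. Of 11 heat shock genes, 1 of them in the paper's tables, 2 rose at 3 h of E10.5 culture (4 when adjusted over the list alone), with adjusted p = 0.0174 in the camera test, and adjusted p = 0.513 with an estimated correlation. The other 10 had adjusted p = 0.199 in the camera test. At 3 h of E12.5 culture 3 rose and 1 fell (3 and 1 when adjusted over the list alone), with adjusted p = 0.416 in the camera test. Of 33 genes of the amino acid and integrated stress response, 14 of them in the paper's tables, 7, 10 and 20 rose at 1, 3 and 6 h of E10.5 culture. Adjusted over the list alone, these were 13, 17 and 26. At 3 h of E12.5 culture 19 rose (19 when adjusted over the list alone). The stress response list had adjusted p = 7.08e-06, 2.6e-09, 7.96e-18 and 1.09e-07 in the camera test, and adjusted p = 0.541, 0.459, 0.304 and 0.512 with an estimated correlation, in that order. Its 19 members in none of the paper's tables had adjusted p = 0.672, 0.0334, 1.06e-08 and 0.0149 in the camera test, so the call at 1 h did not hold without the paper's genes. *Chac1* (gene 69065, chromosome 2 from 119351242 to 119354326), a glutathione-degrading enzyme induced by Atf4, rose by 3.39 (standard error 0.60, adjusted p = 0.00366) at 1 h of E10.5 culture. At 3 h of E12.5 culture it rose by 3.02 (adjusted p = 0.00129). *Slc7a3*, a carrier of cationic amino acids, rose by 4.74 (adjusted p = 0.000484) at 6 h of E10.5 culture. Of 23 immediate early genes, 3 of them in the paper's tables, 11 rose at 3 h of E12.5 culture (11 when adjusted over the list alone), with adjusted p = 3.91e-07 in the camera test, and adjusted p = 0.313 with an estimated correlation. At 1 h of E10.5 culture 3 rose (4 rose and 2 fell when adjusted over the list alone), with adjusted p = 0.142 in the camera test. *Atf3*, a transcription factor of the stress response, rose by 2.30 (adjusted p = 0.00118) at 1 h of E10.5 culture and by 2.02 (adjusted p = 0.000478) at 3 h of E12.5 culture. Of 21 genes of mitosis, 18 fell at 3 h of E12.5 culture (20 when adjusted over the list alone), with adjusted p = 4.07e-10 in the camera test, and adjusted p = 0.32 with an estimated correlation. *Cdc20*, an activator of the anaphase-promoting complex, fell by 0.93 (adjusted p = 0.000227). At 1 h of E10.5 culture 1 of the mitosis genes fell (5 when adjusted over the list alone), with adjusted p = 1.29e-07 in the camera test, and adjusted p = 0.394 with an estimated correlation. At 3 h limma called 0, with 3 lower at an unadjusted p under 0.05, and the list had adjusted p = 0.00998 in the camera test, and adjusted p = 0.727 with an estimated correlation. These are transcript levels of whole FBs, whereas the paper's FACS gives the share of cells with phosphorylated histone H3. The measures differ and need not move together.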

Taken together, our results indicate that placing embryos in culture rapidly triggers a complex stress-induced response, which can be detected in FBs and involves the activation of several gene networks, including some associated with apoptosis and proliferation (Supplementary Fig. S1).

### Validation of ex utero culture conditions

We then wanted to assess how long embryos developing in rolling bottles remain an informative *in vitro* model when studying molecular events surrounding forelimb development. Using gene expression levels in the FBs of freshly dissected E10.5 embryos as a reference, we compared them to those found in E10.5 FBs after 1 hour or 3 hours of embryo culture, as well as to those of E12.5 FBs, either freshly dissected or after 1 hour or 3 hours of embryo culture. 

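Between E10.5 and E12.5, freshly dissected FBs gained transcripts of some genes of cartilage, muscle and connective tissue. *Kera* (gene 16545, chromosome 10 from 97606962 to 97613688), keratocan of the tendon and connective tissue matrix, went from 3.91 ± 0.43 (SD, n = 3) at E10.5 to 10.33 ± 0.22 at E12.5. Its change was 6.41 (standard error 0.46, adjusted p = 2.15e-08). *Myl1*, a myosin light chain of skeletal muscle, rose by 5.31 (adjusted p = 2.49e-07), and *Gdf5*, a growth factor of joint interzones, by 4.27 (adjusted p = 2.36e-10). Of 22 measured genes of chondrogenesis, 1 of them in the paper's tables, 15 rose and 1 fell (17 and 1 when adjusted over the list alone). The chondrogenesis list had adjusted p = 1.29e-07 in the camera test, and adjusted p = 0.313 with an estimated correlation. Skeletal muscle markers rose in 15 of 21 genes and fell in 1 (16 and 1 when adjusted over the list alone), with adjusted p = 8.12e-09 in the camera test, and adjusted p = 0.372 with an estimated correlation, and its 11 members in none of the paper's tables had adjusted p = 0.0779 in the camera test. *Shh* fell by 3.03 (adjusted p = 2.4e-06). Of the proximal, shoulder girdle and flank markers, 12 fell and 1 rose (14 and 1 when adjusted over the list alone), with adjusted p = 1.48e-09 in the camera test, and adjusted p = 0.283 with an estimated correlation. *Prl8a2* was also lower at E12.5, by a log2 change of -5.75 (adjusted p = 7.05e-05). Of the 10 placenta and decidua markers, 5 fell and 1 rose (5 and 1 when adjusted over the list alone), with adjusted p = 0.00861 in the camera test, and adjusted p = 0.566 with an estimated correlation. The mean of this list was 4.97, 7.19 and 7.19 in the uncultured E10.5 arrays and 4.85, 4.24 and 4.68 in those of E12.5. For these markers, decidua or placenta carried along with E10.5 samples and a change in the FBs cannot be told apart. In all, 2925 genes were higher and 1098 lower at E12.5 than at E10.5. This balance depends on the scaling, with 1549 higher and 3367 lower under a common median, 2289 and 2498 under quantile normalization and 2459 and 2180 under cyclic loess. Relative to uncultured E10.5, 3956 genes differed after 1 h and 4936 after 3 h of E12.5 culture.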

The analysis of gene expression dynamics allowed us to group 273 differentially expressed genes into 8 distinct gene clusters using Multi-Experiment Viewer software and K-means algorithm (Fig. 4A and Supplementary Table 3). In most of these, gene expression dynamics showed some continuity between the values obtained in E.10.5 and E12.5 FBs. This suggests that cultured embryo FBs maintain expression levels resembling those of *in utero* developing FBs for at least 3 hours. 

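*Ogn*, osteoglycin of the connective tissue matrix, and *Actn2*, the actinin of the muscle Z disc, were higher at E12.5 in utero than at E10.5. *Ogn* rose by 5.24 (adjusted p = 1.09e-11) between the stages and *Actn2* by 4.45 (adjusted p = 1.83e-07), and *Actn2* also rose by 2.05 (adjusted p = 0.00488) at 1 h of E10.5 culture. Of the 273 genes of Supplementary Table 3, 250 were measured. In E10.5 culture 154 of them rose and 5 fell at 1 h, and 135 rose and 6 fell at 3 h. In uncultured E12.5 FBs 186 were higher and 10 lower than in uncultured E10.5 FBs. The paper selected the genes on these samples, so the counts are not independent evidence. Their median change was 0.91 and 0.82 at 1 h and 3 h of E10.5 culture and 1.26 in utero. The changes in E10.5 culture and in utero are both measured from the same 3 arrays of E10.5 at 0 h, which alone makes them correlate. Across the 14860 genes, which are not independent replicates, the changes at 3 h and in utero correlated with r = 0.500 and rho = 0.382. Arrays simulated with no change but a shared 0 h group gave a mean r of 0.493 (from -0.128 to 1.00 over 100 draws). At 1 h r was 0.539 against a simulated mean of 0.465, and at 6 h 0.314 against 0.474. The changes had the same sign in 65.1%, 62.1% and 61.0% of the genes at 1, 3 and 6 h, and in a mean of 66.4%, 67.3% and 66.1% in the simulated arrays. Their covariance exceeded the simulated mean by 0.109, 0.0970 and 0.0478 (at 3 h it was 0.1198 against 0.0228). Of the genes called in utero, 436 passed at 3 h with the same sign (323 higher and 113 lower) and 22 with the opposite sign. Independent lists would share 94.5 and 16. In the simulated arrays 0 genes passed both tests with the same sign in 20 draws. Those arrays hold no change in utero either, so hardly any gene could pass both tests there. The 0 therefore cannot tell how many of the 436 genes the shared 0 h arrays account for. The simulation holds no difference in tissue between 0 h samples. The paper proposes that FBs of cultured embryos keep expression levels resembling those in utero for at least 3 h.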

To identify the processes and cellular components with which the differentially expressed genes we identified in developing FBs associate, we used the Gene Ontology (GO) resource to identify enriched GO terms (Supplementary Fig. S1). 

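Some genes of collagens and other matrix proteins rose in culture, and some rose in utero. Of 27 measured, 15 of them in the paper's tables, 7 rose and 1 fell at 1 h of E10.5 culture (11 and 1 when adjusted over the list alone). At 3 h 8 rose and 1 fell (14 and 1 when adjusted over the list alone), and in utero 18 rose and 3 fell (20 and 3 when adjusted over the list alone). The collagen and matrix list had adjusted p = 1.46e-08, 2.49e-09 and 1.53e-06 in the camera test, and adjusted p = 0.372, 0.365 and 0.475 with an estimated correlation, in that order. Its 12 members in none of the paper's tables had adjusted p = 0.0606, 0.0346 and 0.187 in the camera test. *Lum*, the collagen-binding proteoglycan lumican, rose by 3.66 (standard error 0.30, adjusted p = 1.45e-07) in utero. *Loxl1*, which cross-links elastin, rose by 1.12 (adjusted p = 0.000365) at 3 h of E10.5 culture. In E12.5 culture 7 of the 27 rose at 1 h and 20 at 3 h (11 and 21 when adjusted over the list alone). There the list had adjusted p = 8.83e-14 and 1.14e-10 in the camera test, and adjusted p = 0.304 and 0.32 with an estimated correlation. *Col6a1*, a chain of collagen VI, rose by 1.30 (adjusted p = 0.000615) and 1.48 (adjusted p = 3.22e-05). Of 19 calcium channel subunits, 4 of them in the paper's tables, 12 rose in utero and 2 at 1 h of E10.5 culture (13 and 6 when adjusted over the list alone). The calcium channel list had adjusted p = 0.000111 and 0.000319 in the camera test, and adjusted p = 0.372 and 0.394 with an estimated correlation, and its 15 members outside the paper's tables adjusted p = 0.0154 and 0.0619 in the camera test. *Cacna2d1*, an auxiliary subunit of voltage-gated calcium channels, rose by 0.91 (adjusted p = 0.00183) at 1 h of E10.5 culture and by 1.85 (adjusted p = 9.06e-08) in utero. Of 13 genes of the sarcomere thin filament, 6 of them in the paper's tables, 7, 6 and 11 rose at 1 h and 3 h of E10.5 culture and in utero. Adjusted over the list alone, these were 8, 7 and 11. The sarcomere list had adjusted p = 7.36e-08, 1.82e-05 and 8.73e-08 in the camera test, and adjusted p = 0.283, 0.313 and 0.283 with an estimated correlation. Its 7 members in none of the paper's tables had adjusted p = 0.0545, 0.15 and 0.00733 in the camera test, so neither call in culture held without the paper's genes. *Tnnc1*, the slow and cardiac troponin C, rose by 4.55 (adjusted p = 3.73e-06) in utero.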

Collagen, the main structural component of the connective tissues was the term ranked first in this analysis, followed by calcium channel complex and voltage-gated calcium channel complex, actin filament and actin cytoskeleton, striated muscle thin filament and sarcomere (Supplementary Fig. S1). The same genes were also analyzed using the IPA application to identify the biological and physiological processes with which their gene networks associated. The terms that came out of this analysis, starting with calcium signaling, fibrosis and axonal guidance signaling, were consistent not only with our previous GO term analysis, but also more generally with the molecular and cellular processes known to take place during early limb development (Fig. 4B). Finally, comparison with the list of 83 genes identified as being dependent on cell culture conditions revealed that 50 of them, including 21 associated with cell death and survival networks, were also on the list of the 273 differentially expressed genes (Supplementary Table 4).

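*Stc2*, a stanniocalcin, and *Atf3*, a transcription factor of the stress response, are on both of the paper's lists and rose in E10.5 culture. *Stc2* rose by 1.93 (adjusted p = 0.00395) and 1.66 (adjusted p = 0.0105) at 1 h and 3 h, and *Atf3* by 2.30 (adjusted p = 0.00118) and 1.91 (adjusted p = 0.00411). Without 0 h replicate 3, the rise of *Stc2* at 3 h missed the threshold. Of the 50 genes on both lists, 46 were measured. In E10.5 culture 32 rose and 1 fell at 1 h and 29 rose at 3 h. In E12.5 culture 20 rose and 1 fell at 1 h, and 36 rose and 1 fell at 3 h. In utero 25 were higher at E12.5 than at E10.5. The paper chose the genes on these samples, so these counts are not independent evidence. Their median change was 1.09 and 1.00 at 1 h and 3 h of E10.5 culture, 0.97 and 0.93 at E12.5, and 0.83 in utero.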

**Figure 4:**
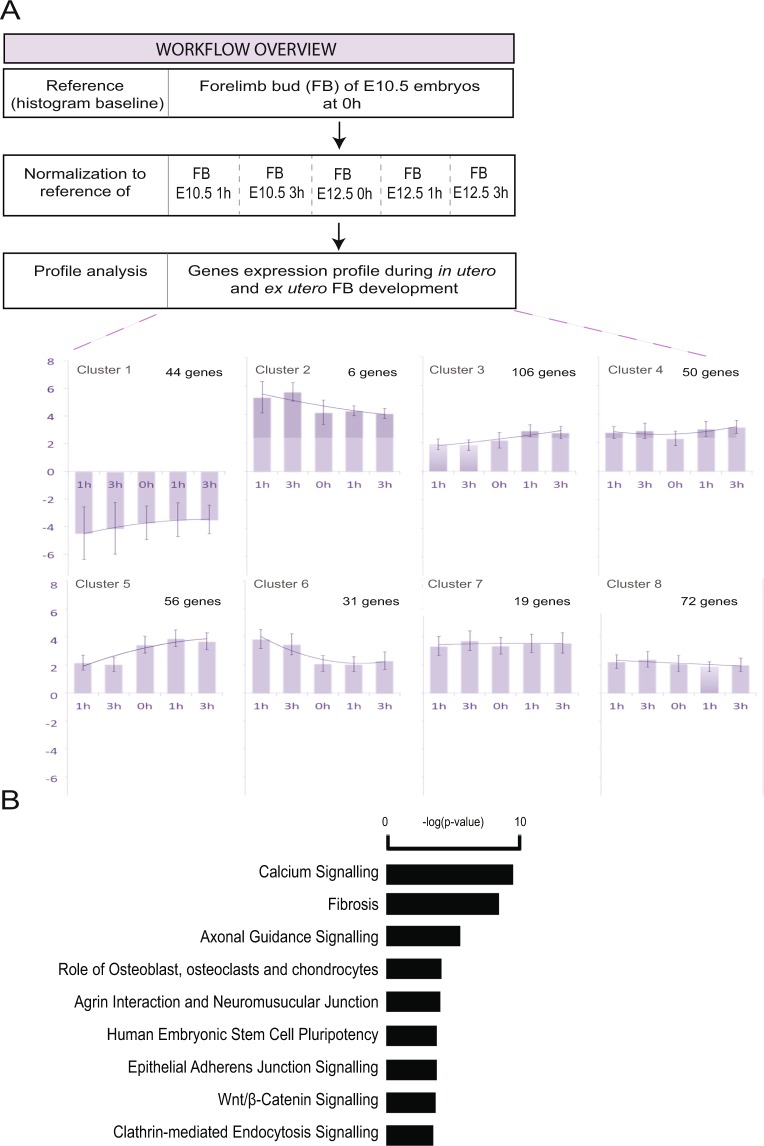
Genes differentially expressed in *ex utero* and *in utero* developing forelimb buds. (**A**) Overview of approach and computational analysis. Expression profiles of genes differentially regulated during the *ex utero and in utero* forelimb bud development of E10.5 and E12.5 mouse embryos. The forelimb bud of E10.5 embryos at time 0 is used as a reference and the value 0 was attributed to all the genes expressed in this sample of reference. After 1 and 3 hours of culture of E10.5 and E12.5 embryos and in the forelimb of non-cultured E12.5 embryos we identified 675 probe sets with a linear dynamic expression through the time course of *ex utero* and *in utero* forelimb development. The Y axis represents a normalized expression variation. (**B**) Genes differentially expressed in the forelimb of *in utero* and *ex utero* developing embryos were associated with mainly 9 distinct different canonical pathways identified by IPA (*P* < 0.05). The *y*-axis represents the −log of *P*-values calculated by Fischer exact test.

### Ranking novel regulators for forelimb development

To further validate the embryo culture approach we looked in our data set at the expression dynamics of 21 genes previously shown to be differentially regulated during the development of the forelimb in mouse^3,4^. For 4 of them the data was inconclusive, distinct probe sets giving conflicting results. However, the remaining 17 were differentially expressed over the time-course considered, with 3 of them down-regulated and 14 up-regulated with reference to the initial expression level in the FB of freshly dissected E10.5 embryos (Fig. 5). This confirmed that the information in the expression data sets obtained from culture embryos is relevant and informative with regard to *in utero* development. 

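*Foxp1*, *Foxp2*, *Jun* and *Hoxa11* are among the 21 genes, of which 20 have a transcript cluster of their own on the arrays and *Fndc3c1* has none and is not analysed here. *Foxp1* (gene 108655, chromosome 6 from 98925342 to 99522746), a forkhead transcription factor, rose by 1.06 (adjusted p = 0.000252) and 1.13 (adjusted p = 9.26e-05) at 1 h and 3 h of E10.5 culture. In uncultured E12.5 FBs it was 1.08 (adjusted p = 1.35e-05) higher than in uncultured E10.5 FBs. *Foxp2*, another forkhead factor, rose by 1.04 (adjusted p = 0.00123) and 1.13 (adjusted p = 0.000375) in E10.5 culture, and *Jun*, a component of AP-1, by 1.75 (adjusted p = 5.8e-06) and 1.23 (adjusted p = 0.000203). With the placenta and decidua value as a covariate, added after seeing the data, *Foxp1* changed by 0.97 (standard error 0.21, adjusted p = 0.0504) at 1 h, where its standard error had been 0.14. Fitting only the groups of the comparison ended its call at 3 h (adjusted p = 0.0631), and over the alternatives its adjusted p ran from 3.49e-06 to 0.139 at 1 h and 5.18e-08 to 0.222 at 3 h. *Hoxa11*, a homeobox gene of the forearm segment, fell by 1.42 (standard error 0.25, adjusted p = 0.00366) at 1 h. This call ended with only the groups of the comparison (adjusted p = 0.0718), with the methods' t-test after Benjamini-Hochberg (0.234) and with the covariate, under which the change was -1.03 (standard error 0.38, adjusted p = 0.221), in a range of 0.000439 to 0.234. At 3 h it differed by -0.86 (adjusted p = 0.0611) and passed the test without 3 h replicate 2 (adjusted p = 0.0262, from 0.00223 to 0.528 over the alternatives). Each gene was compared with uncultured E10.5 in E10.5 culture for 1 h and 3 h, in uncultured E12.5 FBs, and in E12.5 culture for 1 h and 3 h. In these 5 comparisons 19 of the 20 genes passed the test only as higher and 1, *Hoxa11*, only as lower, and 10 were higher in all 5. At 1 h of E10.5 culture 14 were higher and 1 lower, at 3 h 16 were higher, and 16 were higher in uncultured E12.5 FBs. At each of 1 h and 3 h of E12.5 culture 19 were higher and 1 lower. The paper shows these genes on the same samples, so the counts are not independent evidence. The values are those of whole genes, whereas Fig. 5 shows probe sets of single exons. Its legend names *Jun*, *Ncam1* and *Tnc* among genes with probe sets that go both ways. The paper leaves known genes with conflicting probe sets out of its tally, so the counts here do not cover the same genes. From the known genes, the paper concludes that data from cultured embryos are relevant to development in utero.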

We then looked in our data sets for differentially expressed genes that were not previously shown to be involved in limb development, but belong to gene families that include at least one member that is known to be involved. 

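*Tgfbi*, a matrix protein induced by TGF-beta, and *Cdh10*, a cadherin, have no known link to the limb in Fig. 5 and were higher than in uncultured E10.5 FBs in culture and in utero. *Tgfbi* rose by 1.27 (adjusted p = 5.8e-06) and 1.45 (adjusted p = 1.35e-06) at 1 h and 3 h of E10.5 culture and by 2.02 (adjusted p = 1.94e-09) in utero. In the legend of Fig. 5 its probe sets go both ways, whereas the values here are those of the whole gene. *Cdh10* rose by 1.67 (adjusted p = 9.17e-07) and 1.46 (adjusted p = 3.92e-06) in culture and by 1.81 (adjusted p = 2.32e-08) in utero. Of the genes of this kind in Fig. 5, *Fgf11* has no transcript cluster of its own and 12 were measured. In the 5 comparisons with uncultured E10.5 FBs, 11 passed the test only as higher and 1, *Col4a1*, only as lower. These genes too were chosen on the same samples, so the counts are not independent evidence. *Col4a1*, a chain of basement membrane collagen, differed by -0.67 (standard error 0.14, adjusted p = 0.00196) in utero. With the placenta and decidua value as a covariate, added after seeing the data, this shrank to -0.38 (standard error 0.17, adjusted p = 0.126), and the changes at 1 h and 3 h of E10.5 culture from -0.56 (standard error 0.14) and -0.53 (standard error 0.14) to -0.20 (standard error 0.19, adjusted p = 0.719) and -0.19 (standard error 0.18, adjusted p = 0.647). In utero the methods' t-test after Benjamini-Hochberg also ended the call (adjusted p = 0.0734, in a range of 1.89e-05 to 0.126). At 1 h and 3 h of E10.5 culture 5 and 4 of the 12 rose and *Col4a1* fell, and in utero 10 rose and *Col4a1* fell. Its call at 1 h ends without 0 h replicate 2 (adjusted p = 0.155), 0 h replicate 3 (adjusted p = 0.113), 1 h replicate 1 (adjusted p = 0.139) and 1 h replicate 2 (adjusted p = 0.0843), with a range of 0.00125 to 0.719 over the alternatives. Fitting only the groups of the comparison also ends the call at 1 h (adjusted p = 0.128). The call at 3 h ends without 0 h replicate 2 (adjusted p = 0.166), 0 h replicate 3 (adjusted p = 0.129), 3 h replicate 1 (adjusted p = 0.0637), 3 h replicate 2 (adjusted p = 0.141) and 3 h replicate 3 (adjusted p = 0.0538), with a range of 0.00271 to 0.647. It also ends with the replicate block (adjusted p = 0.0605) and with only the groups of the comparison (adjusted p = 0.258).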

We identified 13 such genes. 

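*Col12a1* (gene 12816, chromosome 9 from 79598987 to 79721141) encodes the chain of collagen XII, which binds collagen fibrils of tendon and fascia. Its log2 value was 7.17 ± 0.02 (SD, n = 3) in uncultured E10.5 FBs, 8.49 ± 0.32 at 1 h and 8.28 ± 0.48 at 3 h of culture. In uncultured E12.5 FBs it was 8.94 ± 0.14. The changes from uncultured E10.5 were 1.32 (standard error 0.20, adjusted p = 0.00138) at 1 h, 1.11 (adjusted p = 0.00443) at 3 h and 1.76 (adjusted p = 5.19e-06) at E12.5. Every cultured or E12.5 array lay above the 3 arrays of uncultured E10.5. E12.5 FBs cultured for 1 h and 3 h stood 2.23 and 2.22 above uncultured E10.5. With the placenta and decidua value as a covariate, a setting added after seeing the data, the changes were 1.05 (standard error 0.31) and 0.86 (standard error 0.29). These standard errors exceed the 0.20 without the covariate, and neither culture call holds (adjusted p = 0.13 and 0.157, from 1.75e-05 to 0.156 and 5.3e-06 to 0.315 over the alternatives). Fitting only the groups of the comparison also ended the call at 3 h (adjusted p = 0.13).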

*Col12a1* is one of them, a result supported in this case by the 25 relevant probe sets all detecting a similar expression dynamic (Fig. 5). Is such a differential expression, detected in the FBs of cultured embryos, predictive of an implication in limb development?

**Figure 5:**
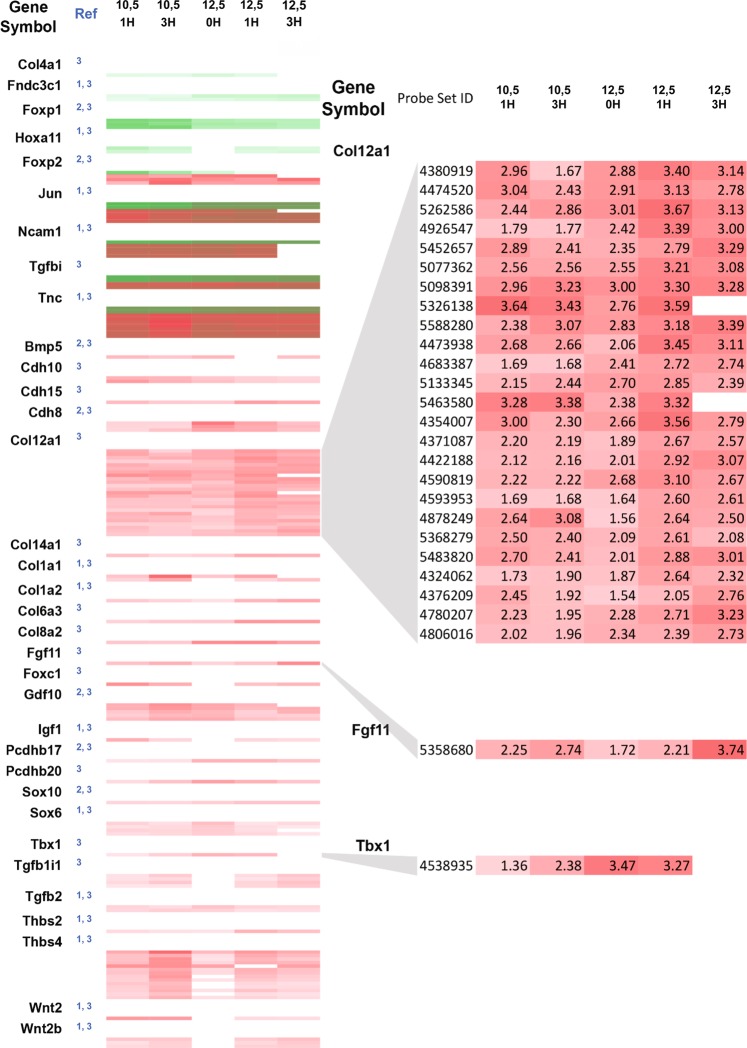
Gene expression profiles in *ex utero* and *in utero* developing forelimbs of E10.5 mouse embryos. Shown are the differential expression levels for probe sets (rows) at 5 time points (columns) in the *ex utero* developing limb of E10.5 and E12.5 embryos after 1 and 3 hours of culture and non-cultured E12.5 embryos relative to control non-cultured forelimb of E10.5 mouse embryos. Genes listed on the left are all targeted by several probe sets, revealing information about the similarity and discrepancies of each alternative probe set pair. In green are represented the probe sets down regulated and in red the probe sets overexpressed in the developing forelimb as compared to the forelimb of E10.5 mouse embryos at time 0. Some probe sets that interrogate different regions of *Jun, Ncam1, Tgfbi and Tnc* are either up- or down-regulated as compared to the reference sample while all the probe sets that target the other genes of the heat map are all regulated in the same manner for one given gene. We compared the genes differentially expressed during embryo cultures (present study referred as 3 in blue in the column “Ref”) with genes described in the literature to be differentially regulated during in utero limb development (referred as 1 and 2). References 1 and 2  correspond to a review dissecting the gene networks involved in the control of chondrogenesis^4^, and to a study providing a global gene expression profiling analysis of mouse embryo limb during *in vivo* development from 11.5 dpc to 13.5 dpc^3^, respectively.

### Ex utero investigation of the role of known regulators of forelimb development

First, we assessed by RT-qPCR the expression dynamics of *Ncam1*, *Tnc*, *Col1A1* and *Sox6*, which were all previously shown to be differentially regulated during forelimb development in the mouse^3,4^, and identified as such in our transcriptome analysis (Fig. 5). RT-qPCR analysis showed that all four exhibited increased expression in the FBs of E10.5 embryos after just 1 hour of culture (Fig. 6A). Of note, each of these genes belongs to at least one of the clusters of genes whose expression after 6 h of culture goes back to the level at which it started (Fig. 2B, Supplementary Table 1). This loss of differential expression level was confirmed by RT-qPCR for the 4 tested genes, thus validating the transcriptome analysis (Fig. 6A).

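*Tnc*, the matrix glycoprotein tenascin C, rose most among the 4 genes and stayed high for 6 h of culture. *Tnc* (gene 21923, chromosome 4 from 63959785 to 64047015) measured 6.30 ± 0.20 (SD, n = 3) at 0 h, 9.85 ± 0.52 at 1 h, 10.48 ± 0.60 at 3 h and 11.39 ± 0.16 at 6 h. Its changes were 3.55 (standard error 0.26, adjusted p = 5.86e-07), 4.17 (adjusted p = 6.88e-08) and 5.08 (adjusted p = 3.46e-09). *Ncam1* (gene 17967, chromosome 9 from 49502129 to 49799393), a cell adhesion molecule also found on condensing mesenchyme, went from 8.31 ± 0.12 to 9.68 ± 0.66, 9.36 ± 0.12 and 9.11 ± 0.20. Its changes were 1.37 (adjusted p = 0.00132), 1.05 (adjusted p = 0.00813) and 0.80 (adjusted p = 0.0273). *Col1a1* (gene 12842, chromosome 11 from 94936224 to 94953042), a chain of collagen I, went from 8.68 ± 0.25 to 9.44 ± 0.29, 9.78 ± 0.47 and 9.83 ± 0.22. Its changes were 0.76 (adjusted p = 0.0386) at 1 h, 2.14-fold (adjusted p = 0.00363) at 3 h and 1.14 (adjusted p = 0.00125) at 6 h. *Sox6* (gene 20679, chromosome 7 from 115470872 to 116040776), a transcription factor of chondrogenesis, measured 6.97 ± 0.08, 7.77 ± 0.39, 7.63 ± 0.48 and 7.94 ± 0.27. It differed from 0 h by 0.79 (standard error 0.23, adjusted p = 0.0599) at 1 h and 0.66 (adjusted p = 0.112) at 3 h, which did not pass the test, and rose by 0.96 (adjusted p = 0.0146) at 6 h. Between 3 h and 6 h, *Tnc*, *Ncam1*, *Col1a1* and *Sox6* differed by 0.91, -0.25, 0.04 and 0.31 (adjusted p = 0.0864, 0.604, 0.939 and 0.544). *Col1a1* at 1 h missed the threshold without 0 h replicates 1, 2 or 3 (adjusted p = 0.117, 0.0765 and 0.0816) or 1 h replicates 1 or 2 (0.128 and 0.139). *Ncam1* at 6 h missed it without 0 h replicates 1, 2 or 3 (adjusted p = 0.0531, 0.0575 and 0.105) or 6 h replicates 1 or 3 (0.0665 and 0.0584). *Sox6* at 6 h missed it without 0 h replicate 2 (adjusted p = 0.0526). *Sox6* passed at 1 h without 1 h replicate 3 (adjusted p = 0.0487) and at 3 h without 3 h replicate 2 (0.0173). With the placenta and decidua value as a covariate, added after seeing the data, *Ncam1* changed by 1.13 (standard error 0.32, adjusted p = 0.12) at 1 h and 0.83 (standard error 0.30, adjusted p = 0.194) at 3 h. *Col1a1* then changed by 0.81 (standard error 0.31, adjusted p = 0.249) and 1.14 (standard error 0.29, adjusted p = 0.0675), and these calls ended with standard errors above the 0.21 of *Ncam1* and 0.20 of *Col1a1* without it. Fitting only the groups of the comparison ended the calls of *Ncam1* at 1 h (adjusted p = 0.12) and of *Col1a1* at 1 h and 3 h (0.138 and 0.164). The methods' t-test after Benjamini-Hochberg kept the call of *Tnc* at 6 h alone among those of the 4 genes in E10.5 culture. Over all alternatives the adjusted p of *Col1a1* ran from 0.00605 to 0.296 at 1 h, 6.8e-06 to 0.352 at 3 h and 0.000112 to 0.136 at 6 h. For *Ncam1* it ran from 7.9e-05 to 0.288 at 1 h, 5.66e-05 to 0.194 at 3 h and 0.00746 to 0.135 at 6 h, and for *Tnc* from 1.58e-08 to 0.122, 3.45e-10 to 0.128 and 3.53e-10 to 0.0143. For *Sox6* it ran from 0.0134 to 0.515 at 1 h, 0.00103 to 0.55 at 3 h and 0.00179 to 0.143 at 6 h.

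**Figure D2:**
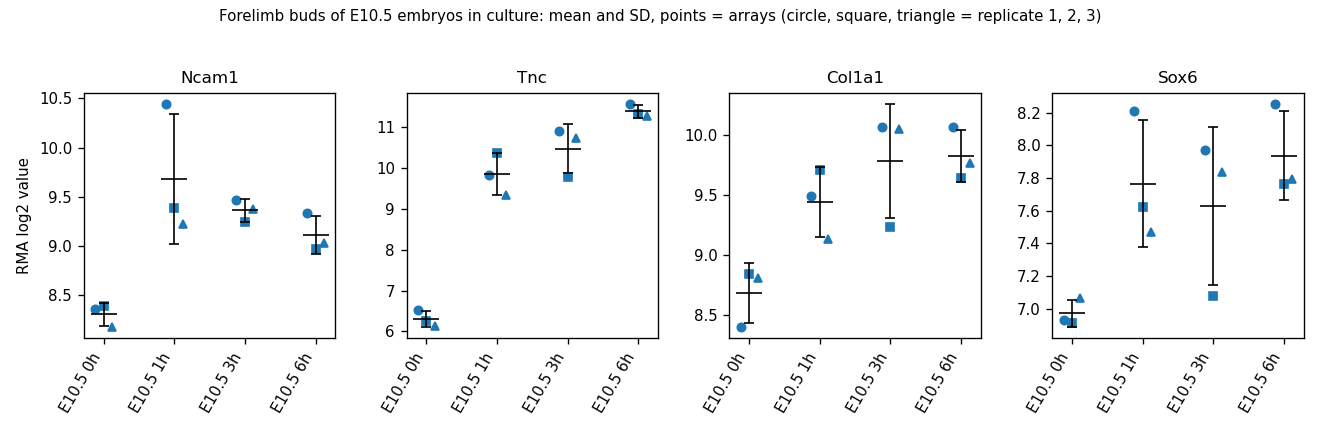
Log2 values of *Tnc*, *Ncam1*, *Col1a1* and *Sox6* on each array of E10.5 FBs by hours of culture, with replicates as symbols and the mean and SD of 3 arrays. The 3 arrays of *Tnc* at 6 h, with a mean of 11.39, lie above those of 0 h, with a mean of 6.30.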

**Figure 6:**
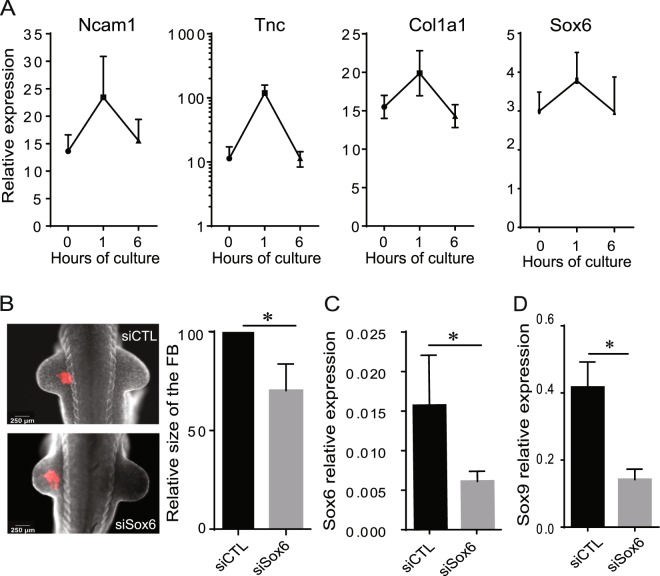
*Ex utero* investigation of *Sox6* implication in forelimb development. (**A**) Gene expression levels of *Ncam1*, *Tnc*, *Col1a1* and *Sox6* in the FBs of *ex utero* developing embryos after 0, 1 and 6 hours of culture. (**B**) E10.5 mouse embryos co-injected with the siCTL tagged with CY3 and siRNA targeting Sox6 or the two simultaneously in the left forelimb of E9.5 embryos cultured for 24 h in the roller culture system were imaged using a Zeiss Discovery V8 fluorescence stereomicroscope. Measure of the surface of the left forelimb of E9.5 mouse embryos cultured 24 h after siRNA administration normalized by the surface of the untreated right forelimb of mouse embryos. The measure of the forelimb contour was done with the ImageJ software. (**C**) Relative expression profile of *Sox6* in the forelimb of mouse embryos that have been transfected at E9.5 either with the control siRNA (siCTL) or with the siRNA targeting *Sox6* (siSox6), and cultured for 24 h. (**D**) Relative expression profile of *Sox9* in the forelimb of E10.5 mouse embryos that have been transfected with either the siRNA control (siRNA CTL) or the siRNA against *Sox6* at the embryonic stage E9.5 and cultured 24 h *ex utero*. Each graph represents the mean value of at least 3 independent experiments ± SEM. *P-values <0.05 (*).

Then, we focused our attention on the role of *Sox6* whose differential expression during the *ex utero* development of the forelimb was conclusive from the transcriptome analysis (Fig. 5) and validated by RT-qPCR (Fig. 6A). 

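*Sox6* was higher in uncultured E12.5 FBs, at 8.61 ± 0.14 (SD, n = 3), than in uncultured E10.5 FBs, a change of 1.64 (standard error 0.23, adjusted p = 3.68e-05). In E12.5 culture it differed by -0.61 (adjusted p = 0.223) at 1 h, which did not pass the test, and fell by 0.67 (adjusted p = 0.0362) at 3 h. The fall at 3 h missed the threshold without E12.5 0 h replicates 1 or 2 (adjusted p = 0.115 and 0.0868) or E12.5 3 h replicates 1, 2 or 3 (0.0925, 0.052 and 0.101), with a range of 0.00261 to 0.115 over the alternatives. Of the 22 genes of chondrogenesis, among which *Sox6* acts, 1 rose at 1 h of E10.5 culture (2 when adjusted over the list alone), with adjusted p = 0.486 in the camera test. At 1 h the change of this list was higher in E10.5 than in E12.5 culture, by a median of 0.631. The camera test called this difference at the preset correlation but not at an estimated correlation. In E12.5 FBs 13 of the 22 lay above the median gene at 0 h, 9 at 1 h and 11 at 3 h.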

*Sox6*, which we found up-regulated in the FB of E10.5 embryos after just 1 hour in culture, is already known to be implicated in limb development*. Sox6* is induced together with *L-Sox5* after the expression of *Bmpr1*, which precedes the onset of morphological modifications in pre-chondrogenic aggregates, and this induction is associated with that of *Col2* and *Aggrecan* in the forming cartilage^18,19^. We used a loss-of-function approach to test the implication of *Sox6* in FB development. Briefly, we mixed a lipid-based *in vivo* transfection reagent (Injectin) with a siRNA targeting *Sox6* (Sox6-siRNA), and injected the solution at 4 sites surrounding the future FB on the flank of E9.5 embryos prior to culturing them for 24 hours. This siRNA was co-injected with an untargeted siRNA carrying a CY3 fluorescent tag to localize the injection sites. This fluorescent untargeted siRNA (CTL-siRNA) also provided the control condition when injected on its own. After 24 hours of culture we observed a normal development of the FBs injected with the CTL-siRNA alone (Fig. 6B). In contrast, the development of FBs co-injected with the Sox6-siRNA was significantly impaired (Fig. 6B). RT-qPCR and whole-mount *in situ* hybridization (WISH) showed that this correlated with a decrease of *Sox6* in these FBs, attesting of the efficiency of the siRNA (Fig. 6C, Supplementary Fig. S2B). Furthermore, these FBs also showed a drastic reduction in the expression of *Sox9*, another known regulator of FB development (Fig. 6D).

These results validated our approach to assess the implication of candidate genes in limb development.

### Identification of novel regulators involved in forelimb development

Next, we used this approach to investigate the implication of genes we identified as potential regulators of limb development in our transcriptome analysis. We picked two genes, *Fgf11* and *Tbx1*, respectively from clusters 4 and 5 (Fig. 4A and Supplementary Table 3), that the transcriptome analysis found upregulated in developing FBs (Fig. 5). 

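*Tbx1*, a T-box transcription factor, was higher in FBs of E12.5 embryos than in those of E10.5 embryos, and its difference in E10.5 culture did not pass the test. *Tbx1* (gene 21380, chromosome 16 from 18580979 to 18590671) measured 7.50 ± 0.42 (SD, n = 3) in uncultured E10.5 FBs, 7.55 ± 0.20 at 1 h and 7.79 ± 0.19 at 3 h of culture. In uncultured E12.5 FBs it measured 8.39 ± 0.12, a change of 0.89 (standard error 0.16, adjusted p = 0.000545). The methods' t-test after Benjamini-Hochberg ended the call in utero (adjusted p = 0.0857, in a range of 2.15e-06 to 0.0857). In E10.5 culture it differed by 0.05 (adjusted p = 0.925) at 1 h and 0.29 (adjusted p = 0.343) at 3 h. Array weights, which give noisier arrays less influence, call the difference at 3 h (adjusted p = 0.00233, from 0.00233 to 0.893 over the alternatives). E12.5 FBs cultured for 1 h and 3 h stood 0.89 (adjusted p = 0.000532) and 1.20 (adjusted p = 2.41e-05) above uncultured E10.5. *Fgf11* is not analysed here, since its transcript cluster also holds *Spem1*, a gene of sperm maturation. Of 16 genes of the T-box family, 1 of them in the paper's tables, 5 rose and 1 fell in utero (5 and 4 when adjusted over the list alone), with adjusted p = 0.973 in the camera test. The T-box list had a median change of -0.00 and a mean of 0.16. Among them *Tbx4*, better known from the hindlimb, rose by 1.04 (adjusted p = 0.00017). In E10.5 culture limma called 0 T-box genes at 1 h and 0 at 3 h. At an unadjusted p under 0.05, 1 was higher and 2 lower at 1 h, and 2 higher and 4 lower at 3 h. Of 19 genes of the Fgf family, 6 rose and 4 fell in utero (6 and 5 when adjusted over the list alone), with adjusted p = 0.957 in the camera test. The Fgf list had a median change of -0.07 and a mean of 0.29. *Fgf7*, a growth factor for epithelia made by mesenchyme, rose by 2.78 (adjusted p = 1.83e-07).

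**Figure D3:**
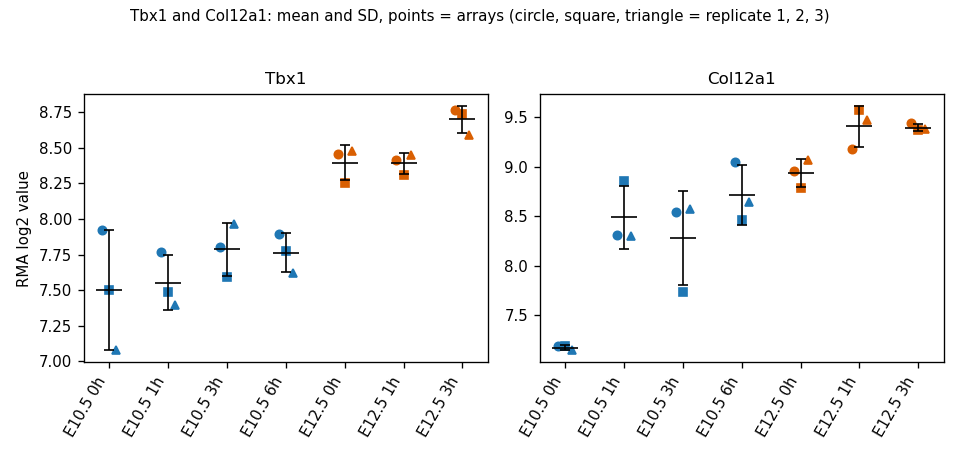
Log2 values of *Tbx1* and *Col12a1* on each of the 21 arrays by stage and hours of culture, with the mean and SD of each group of 3 arrays. The means of *Tbx1* are 7.50 in uncultured E10.5 and 8.39 in uncultured E12.5 FBs.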

*Fgf11* belongs to the *Fgf* gene family^20^, some members of which are expressed in the developing limb and contribute to its development^21,22^. The fact that a previous transcriptome analysis of E12.5 limb buds detected *Fgf11* expression^21^ but that no evidence linked it to limb development so far made it an interesting candidate for us to pursue. *Tbx1* is a member of a gene family encoding transcription factors, some of which are known to participate in limb development^23^*. Tbx1* expression was previously characterized in E12.5 limb buds^21^, but the study of *Tbx1*^−/−^ embryos found no defect in the development of their limb^24^. We wondered whether our siRNA-based approach might elicit a different result given recent evidence that knockdown experiments are less susceptible to genetic compensation than knockout experiments^25^.

RT-qPCR confirmed that the expression of *Fgf11* and *Tbx1* increased significantly between E10.5 and 12.5 in the FBs of cultured embryos (Fig. 7A). *In situ* hybridization revealed that the expression patterns of *Fgf11* and *Tbx1* in the FB of E10.5 embryos were similar to that of *Sox6* (Supplementary Fig. S2A). To test possible requirements for *Fgf11* and *Tbx1* during forelimb development, E9.5 mouse embryos were injected as before with siRNAs targeting either one or the other. RT-qPCR analysis after 24 h culture showed that these siRNAs significantly decreased the expression levels of their targets in the FBs of injected embryos when compared to the effect of the CTL siRNA (Fig. 7B,C). The knockdown of *Fgf11* or *Tbx1* also resulted in a downregulation of *Tbx1* or *Fgf11* expression, respectively, suggesting some interdependency in their regulation (Supplementary Fig. S3C). However, unlike with the *Sox6* knockdown, *in situ* hybridizations did not show a difference in the expression of *Fgf11* or *Tbx1* in embryos where they had been targeted (Supplementary Fig. S2B). The knockdown of either gene nevertheless had an impact on the development of the limb bud. It was assessed by measuring the surface of the injected FB relative to that of its uninjected counterpart. While the CTL siRNA had a limited impact, the injection of Fgf11- or Tbx1-siRNAs resulted in limb buds that were 20 to 25% smaller than controls, a result consistent with the implication of these genes in limb bud development. The co-injection of the Fgf11- and Tbx1-siRNAs resulted in a dramatic 45% reduction in the size of FBs, suggesting that the two genes act in a synergistic manner (Fig. 7D,E). Moreover, this effect was associated with a significant decrease in the expression of *Sox6* and *Sox9*, known master regulators of FB development (Fig. 7F,G). This enticed us to look at the impact of the knock-down of *Sox6* on the expression of *Fgf11* and *Tbx1*. Interestingly, we found that the expression of both genes was greatly reduced (Fig. 7H,I), suggesting *Sox6*, *Sox9*, *Fgf11* and *Tbx1* operate within the same regulatory network in the developing FB.

**Figure 7:**
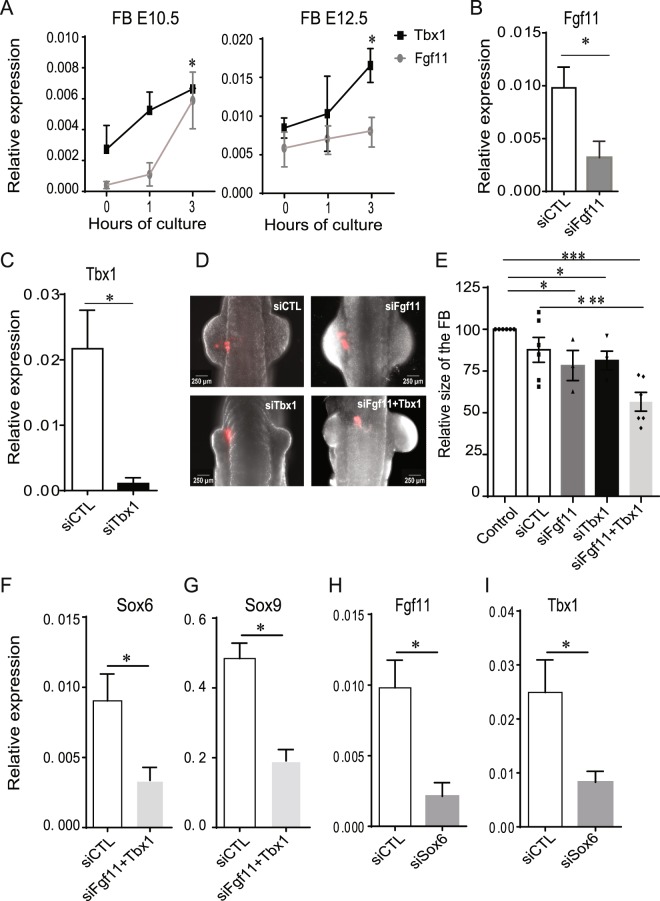
Investigation of *Fgf11* and *Tbx1* implication in forelimb development. (**A**) Relative expression profiles of *Fgf11* and *Tbx1* in the forelimb of E10.5 (left) and E12.5 (right) mouse embryos after 1 and 3 hours of culture. RT-qPCR on separated cells using *Rps9* as a reference gene. (**B-C**) Relative expression profiles of *Fgf11* and *Tbx1* in the forelimb of E10.5 mouse embryos that have been transfected with either the siRNA control (siRNA CTL) or the siRNA against *Ffg11* or *Tbx1* (si*Fgf11* or si*Tbx1*, respectively) at the embryonic stage E9.5 and cultured 24 h *ex utero*. (**D**) E10.5 mouse embryos co-injected with the siCTL tagged with CY3 and siRNA targeting either *Fgf11* or *Tbx1* or the two simultaneously in the left forelimb of E9.5 embryos cultured for 24 h in the roller culture system were imaged using a Zeiss Discovery V8 fluorescence stereomicroscope. (**E**) Measurements of the surface of the left forelimb of E9.5 mouse embryos cultured 24 h after siRNA administration normalized by the surface of the untreated right forelimb of mouse embryos. (**F-G**) Relative expression levels of *Sox6* and *Sox9* in the FBs of *ex utero* developing embryos 24 h after the transfection with siRNA against *Fgf11* or *Tbx1*. (**H-I**) Relative expression levels of *Ffg11* (**H**) and *Tbx1* (**I**) in the forelimb of E10.5 mouse embryos that have been transfected with either the siRNA control (siRNA CTL) or the siRNA against *Sox6* at the embryonic stage E9.5 and cultured 24 h *ex utero*. Each graph represents the mean value of at least 3 independent experiments ± SEM. *P-values <0.05 (*) or P < 0.001 (***).

## Discussion

Analysis of the transcriptomes of FBs from cultured E10.5 and E12.5 embryos, and comparison with those from their freshly dissected counterparts, allowed us to distinguish over a short time-window changes in gene expression that still reflected ongoing developmental process as they normally take place *in utero*, from changes in gene expression that were dependent on a stress-induced response triggered by the adaptation of the embryos to culture conditions. We found that genes already known to be differentially expressed during FB development were also likely to be correctly identified as such in our analysis. We set up and validated an approach to test the implication of candidate genes in FB development, relying on the local knockdown of their expression via lipofection of specific siRNAs. We then used it to assess the implication of *Fgf11* and *Tbx1*, two of the genes that our analysis identified as differentially expressed during this process, but that had not so far been associated with it. We found that the down-regulation of their expression disrupted regulatory networks known to govern forelimb development and resulted in stunted buds. These results suggest the approach we have delineated, combining short-term embryo culture, transcriptome analysis and RNA interference, could speed up the identification of candidate genes potentially regulating the development of various embryonic or fetal structures, and the validation and characterization of their implication. It provides a sensible alternative to the use of organotypic cultures.

Mouse embryo culture methods are well established. They provide an imperfect but practical system to study developmental processes that are otherwise hidden from view. When performed at stages that cover the early steps of organogenesis, the rolling bottle method we used in this study can allow development to proceed at a pace close to that seen *in utero* for up to 24–36 h. At later stages however, its capacity to support embryonic development is greatly reduced, presumably because there is no flow of culture medium equivalent to a maternal blood circulation running through the placenta, which by then has formed. We noticed, that although E10.5 embryos cultured for 24 h formed the expected number of somite pairs, indicating that they had reached a developmental stage equivalent to E11.5, their body size remained unchanged. Head and limb bud measurements also showed their gain in size was about half of what was expected. These defects are reminiscent of the impact of under-nutrition during gestation, which has been associated with neonates exhibiting a normal head size on a relatively small body^26^. Such defects were proposed to result from an adaptive response of the foetus to unfavourable nutritional conditions, a response that protects brain development at the expense of that of the trunk. Prioritizing the development of certain body parts over others to mitigate challenging developmental conditions is seen as a possible origin for an array of disease that may develop later in life. Neonates with reduced abdominal circumferences are for example more likely to develop heart diseases^26–28^. This appears to be consistent with our finding that the highest-scoring network of genes differentially modulated by culture conditions is linked to cardiovascular disease, cellular assembly and organization and cell death and survival. All of this strongly suggests that the defects seen in cultured embryos primarily result from their under-nourishment, and from the adaptive response it elicits.

3 hours after E10.5 embryos were put in culture we detected a peak of apoptosis in their FBs. The rate of mitosis was also significantly increased after 3 hours, and kept increasing during the following 3 hours. This is consistent with the script followed by a stress-induced response, which usually entails apoptosis, dedifferentiation and proliferation^29,30^. To identify genes that might be involved in or dependent on the stress-induced response we postulated that culture conditions would have the same effect on their expression profile at E12.5 than at E10.5. 83 differentially expressed genes were found to fit this description, and nearly half of them turned out to be associated with cell death and survival networks. The response to the dissection and culture conditions is therefore swift and strong and appears to be triggered very rapidly, increase in the expression of these genes being detected after just 1 hour of culture. This suggests that the whole embryo culture procedure affects molecular processes in the embryo as soon as it begins, and that culture conditions are never optimal.

In these conditions, how long were the expression profiles of developmental genes similar to what they are *in utero*? Our analysis revealed that although the expression levels of most differentially expressed genes in the FBs of cultured E10.5 embryos went back to where they started after 6 hours of culture, 3 hours earlier they were closer to what they normally are at E12.5. This suggests that although culture conditions are stressful for the embryo and trigger a specific response, they can nevertheless sustain the regulation of gene expression that normally underlies FB development for 3 hours. 273 developmentally regulated genes were thus identified. Interestingly, 50 of these genes (18%), including 21 associated with cell death and survival networks, were also listed among the 83 that had been previously recognized as potentially dependent on the stress-induced response. This meant that our criteria for the identification of developmentally regulated genes led to the rejection of 33 differentially expressed genes, but also to the inclusion of 50 that may in fact depend on culture conditions.

Our criteria to identify potential developmental regulators and genes affected by culture conditions are not mutually exclusive and are bound to select candidates that end up on both lists. This may be legitimate, as there are multiple examples of genes involved in stress-induced response or cell death and survival networks that also participate in normal developmental processes. However, it is also possible that our criteria were not stringent enough to prevent the inclusion on our list of potential developmental regulators of genes that play no such role. The evaluation of the 50 candidate genes common to both lists will thus require an additional layer of scrutiny. The GO terms, gene networks and processes our 273 candidates were found associated with were nevertheless consistent with what early limb development involves. The fact that out of 21 genes known to be differentially expressed during limb development^3,4^ 17 (81%) were among the 273 identified in our analysis attest of the power of our approach. However, to apply it to the identification of developmentally regulated genes in other organs or body parts may require further characterization. Since culture conditions do not have the same impact on the development of all body parts the time window during which transcriptome analysis remains informative may vary accordingly.

To test the implication in limb development of the genes we identified we aimed to develop an approach that was fast and efficient. The local knock-down of the expression of candidate genes via lipofection of specific siRNAs in FBs proved to be both when we tested it on *Sox6*. We could validate its impact on the expression of the gene and it resulted in a clear phenotype - reduced FB size, decreased *Sox9* expression - that was consistent with the role previously described for this gene during chondrogenesis and limb development^31,32^. This approach was thus used to investigate the implication of *Fgf11* and *Tbx1*. Their upregulation during FB development, confirmed by RT-PCR, flagged them as potential regulators of FB development in our transcriptome analysis. Although the knockdown of each of them individually had less impact on FB development than that of *Sox6*, the simultaneous knock-down of both resulted in a more severe developmental delay. Furthermore, this double knockdown drastically decreased the expression of both *Sox6* and *Sox9*, and reciprocally the knockdown of *Sox6* was found to decrease the expression of *Fgf11* and *Tbx1*. These results suggest *Fgf11* and *Tbx1* act in a synergistic manner, belong to the same regulatory network than *Sox6* and *Sox9*, and that their contribution to FB development involves mutual cross-regulation with these two prominent master regulators of the process. *Fgf11* encodes an intracellular FGF, a non-signaling protein known to serve as co-factor for voltage-gated sodium channels. *Fgf11* mutant mice are viable and have not been associated with any particular phenotype^33^. In contrast, mice mutant for *Tbx1*, which encodes a transcription factor, exhibit a large range of developmental anomalies, including thymus hypoplasia, abnormal cardiac outflow tract, vertebrae and cleft palate and facial structures abnormalities, but no obvious limb developmental defects^34^. However, a study in the chick embryo relying on the misexpression of a dominant-negative form of *Tbx1* found it played a role in the regulation of myogenic differentiation in the limb^35^, a defect emerging admittedly later than what we considered in our study. How can we account for the discrepancy between the mutant mouse phenotypes for *Fgf11* and *Tbx1* and those we obtained? It is possible that the use of siRNAs circumvents the activation of compensatory networks that normally buffer against deleterious mutations, as morpholinos can do in zebrafish embryos^36^. Off-targets effects remain a possibility, but there is also prior evidence of a functional link between *Tbx1* and *Sox9*, as the first has been shown to mediate the function of the second during optic capsule formation^37^ and also to regulate its expression during cranial chondrogenesis^38^. This partly explains why the Pathway Studio software identified interactions between *Tbx1* and *Sox9*, alongside others with *Fgf8* and *Fgf10*, likewise involved in regulating the formation of prechondrogenic aggregates (Supplementary Fig. S3 and Supplementary Table 5)^39–41^. Biological networks created using the same software also place *Fgf11* downstream of *Hif1α*, a factor critical to chondrocyte growth arrest and survival (Supplementary Fig. S3)^42^. Together with the experimental evidence gathered in the course of this study these data support a role for *Fgf11* and *Tbx1* in early aspects of FB development, possibly via their implication in the regulation of *Sox6* and *Sox9*.

## Supplementary information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Whole embryo culture, transcriptomics and RNA interference identify TBX1 and FGF11 as novel regulators of limb development in the mouse
**Source:** Sci Rep. 2020 Feb 27;10:3597. doi: 10.1038/s41598-020-60217-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Whole embryo culture, transcriptomics and RNA interference identify
TBX1 and FGF11 as novel regulators of limb development in the mouse**

Gautier Tejedor, Béryl Laplace-Builhé, Patricia Luz-Crawford, Said Assou, Audrey
Barthelaix, Marc Mathieu, Karima Kissa, Christian Jorgensen, Jérôme Collignon, Paul
Chuchana, Farida Djouad

Supplementary figure S1

A

Molecules in Network	Score	Focus Molec	Top Functions
↑ADCYAP1R1, APOE, APP, ↑ARHGAP20*, ↑CORIN*, ↑DBC1*, ↑DPP6, Histone h3, HMGB1, HMOX1, ↑HOXA2, ↑HOXA11*, LRP1, MBD1, ↑MEIS1, ↑MYL9*, ↑NEFL, NPPA, PHF1, ↑PLAT*, POLR2A, RNA polymerase II, RPS6, SFN, SLC36A4, SMAD7, ↓SPTA1, SRF, SUV39H1, ↑TAGLN*, ↑THBS2, TNF, YAP1, ZNF217, ZNF326	23	14	Cardiovascular Disease, Cellular Assembly and Organization, Cell Death and Survival
↑A2M, ↑ADRA2A, ↑AKAP12*, Akt, C1QB, CD9, CELF1, EIF2A, ERK1/2, Growth hormone, GSK3A, ↑HOXA1*, ↑HOXD10, ↑IGF1*, IGFBP5, IL11, IL1RAP, INHBA, Integrin alpha 3 beta 1, IRS2, LRP1, ↑MAGI2, NGF, ↑PTGER4, RHOB, S100B, S1PR1, SLC20A1, TIMP2, ↑TMEM64, Vegf, VTN, ↑WNT2B*, ↑WT1*, ↑ZEB2	19	12	Cellular Movement, Embryonic Development, Cell Death and Survival
↑AKAP12*, ASNS, ↑ATF3*, BHLHE40, CDKN1B, CEBPD, ↑CNN1*, CTNNB1, ↑EGLN3*, ↑GYPA, HIF1A, KLF6, ↑LOXL2*, MAP2K1/2, MGEA5, miR-34a-5p (and other miRNAs w/seed GGCAGUG), MSH2, NDRG1, ↑PRKAR1B, S100A6, ↑SCN3B, SERPINB5, SFN, SPHK1, ↑STAB1*, ↑SVEP1*, TGFBR2, TLR5, TLR6, TLR9, TNF, TP53, TSC1, ↑VLDLR*, ↑WNT2*	19	12	Cell Death and Survival, Cell Cycle, Cancer
↑ACER2*, caspase	2	1	Lipid Metabolism, Small Molecule Biochemistry, Cell Death and Survival

B

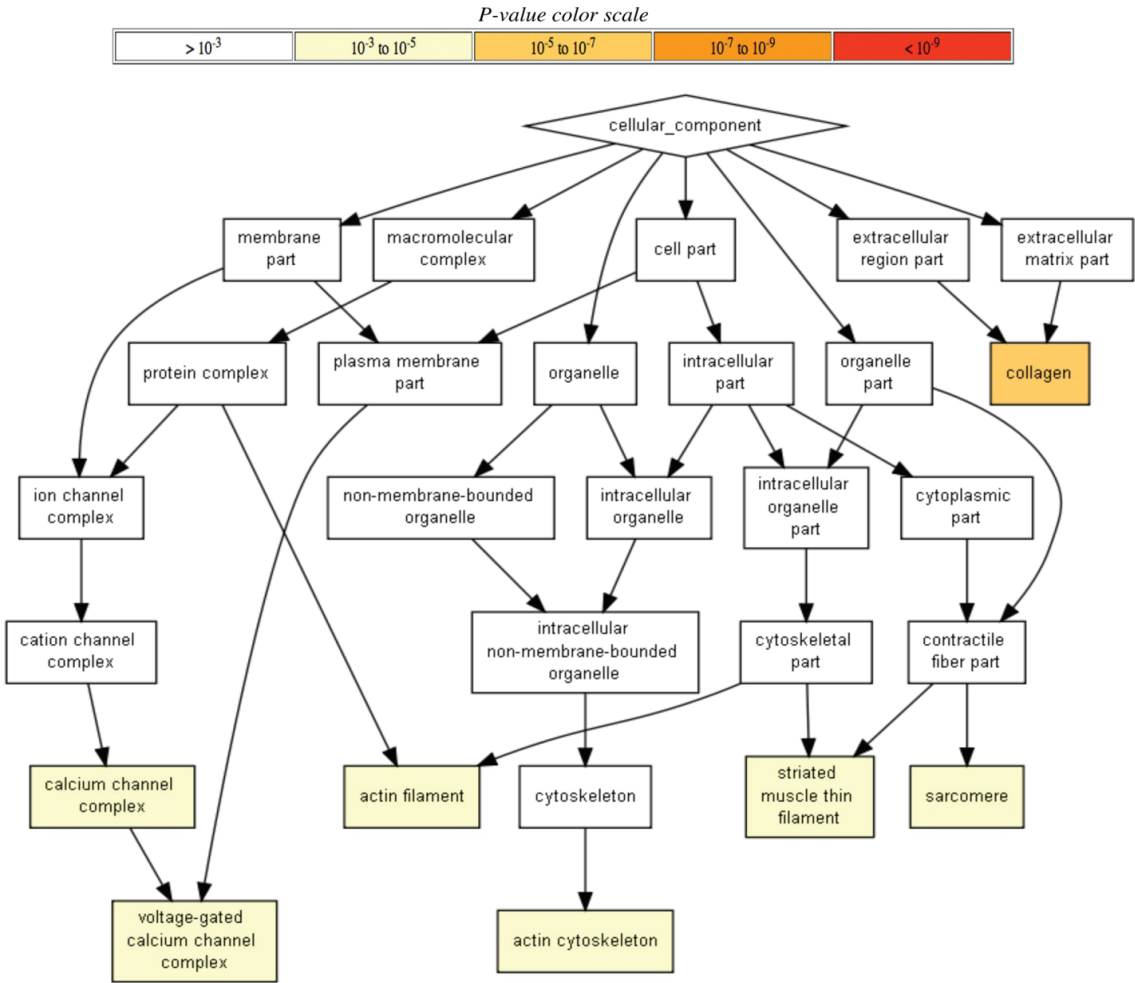

Supplementary Figure 1. (A) Overview of approach and computational analysis. The functional analyses were generated through the use of IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis>). During the first hours of mouse embryo culture in a controlled system, 39 out of 83 genes display a similar expression dynamic and are associated with the cell death and survival processes. (B) Gene Ontology (GO) space mapping the different lists of genes. GO terms are enriched in the annotation of cellular component highly expressed in the developing limb. Among them, the collagen, the main structural component of the connective tissues was highly differentially expressed in the *ex utero* developing limb bud as revealed by the color orange.

Supplementary figure S2

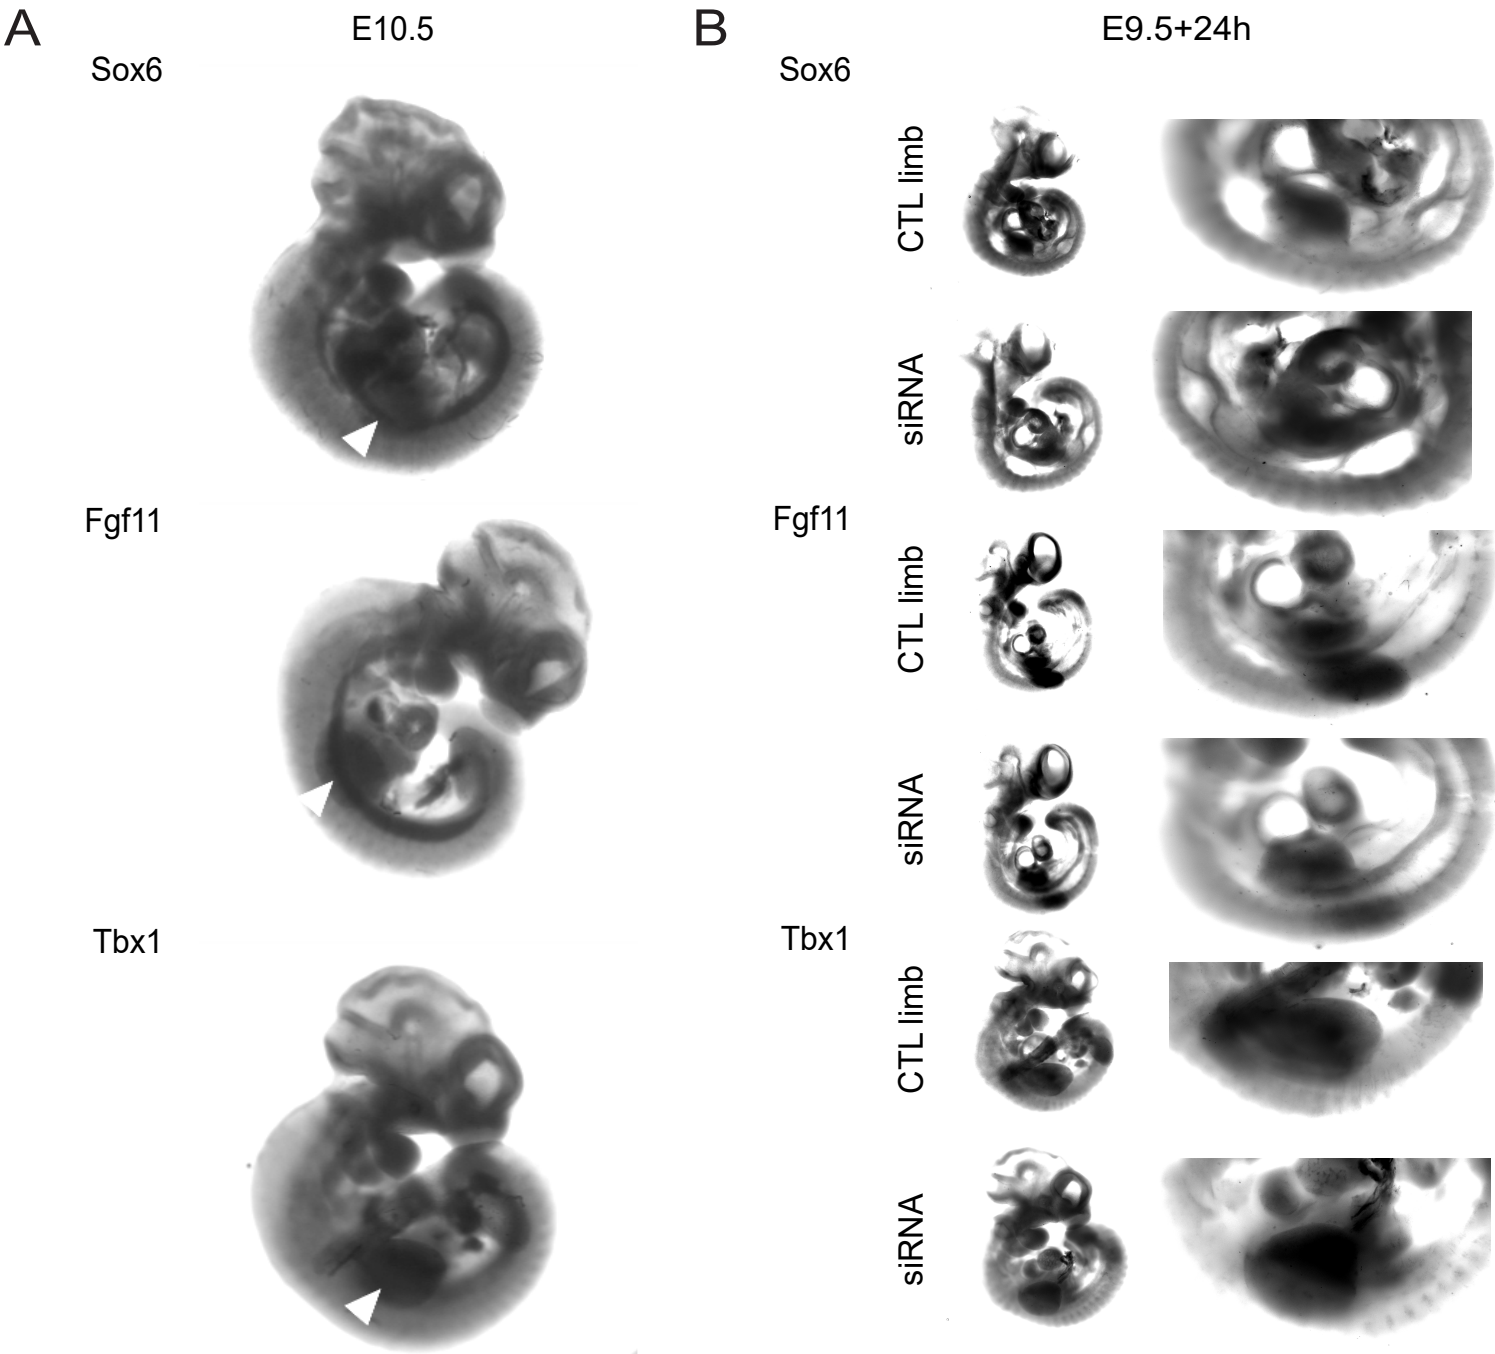

Supplementary Figure 2. (A) Representative images of *Sox6*, *Fgf11* and *Tbx1* mRNA *in situ* hybridizations performed on E10.5 embryos. Arrows indicate forelimb buds. (B) Representative images of *Sox6*, *Fgf11* and *Tbx1* mRNA *in situ* hybridizations performed on E9.5 embryos injected respectively with Sox6-, Fgf11- and Tbx1-siRNAs, and cultured for 24h.

A

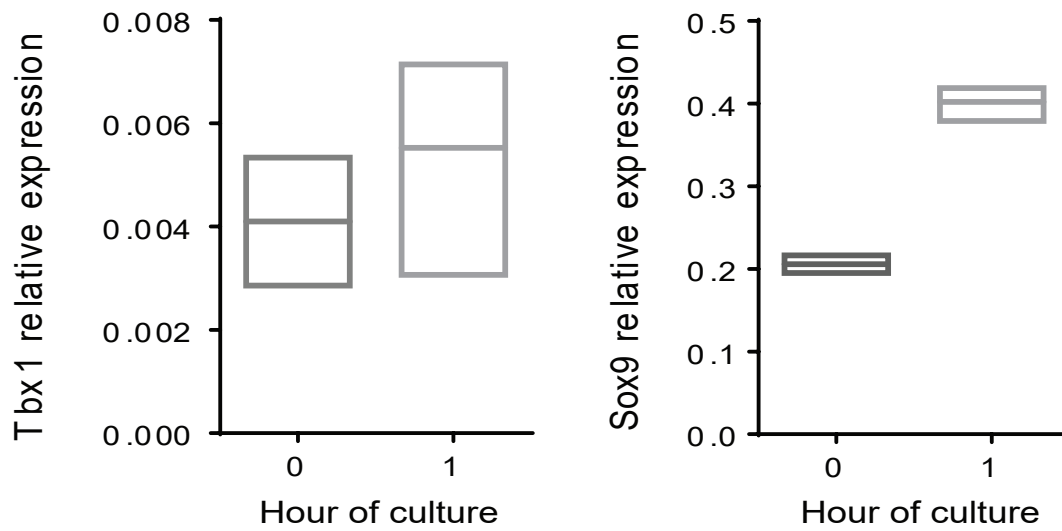Tbx1

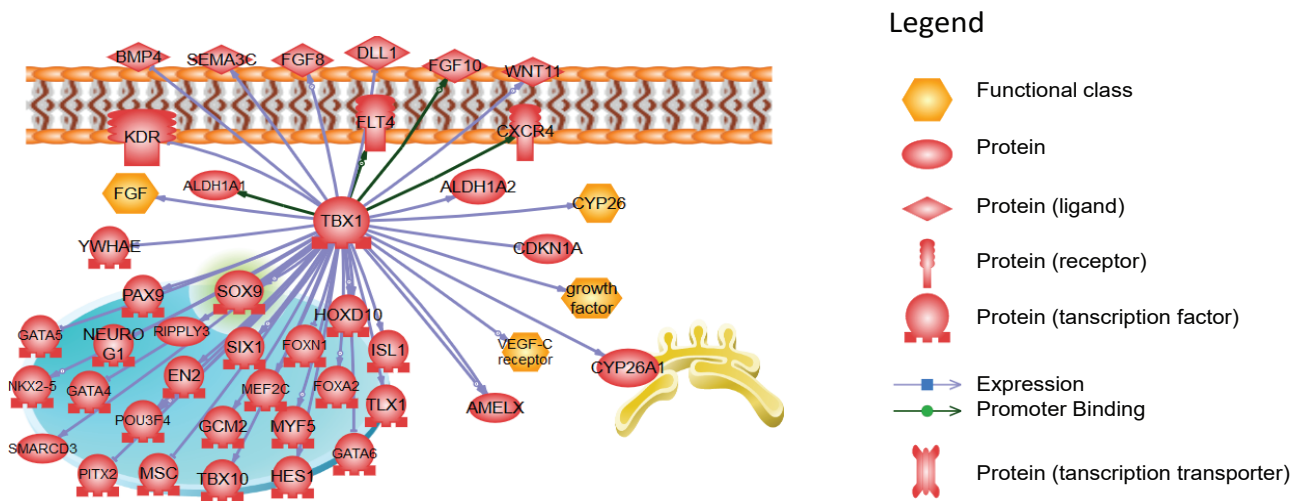

FGF11

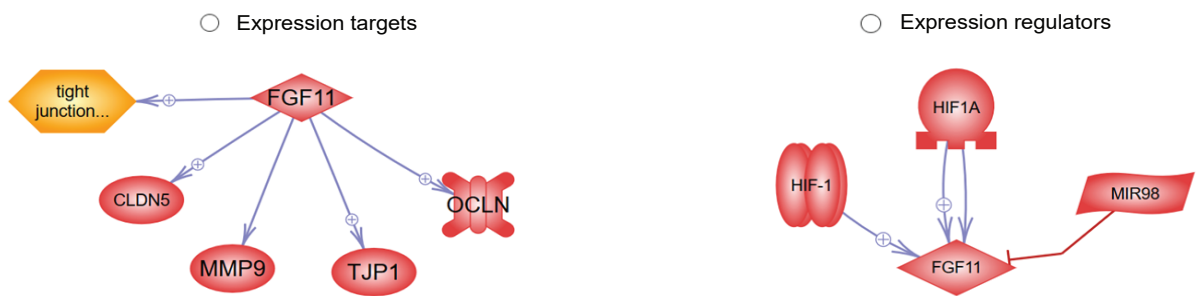

C

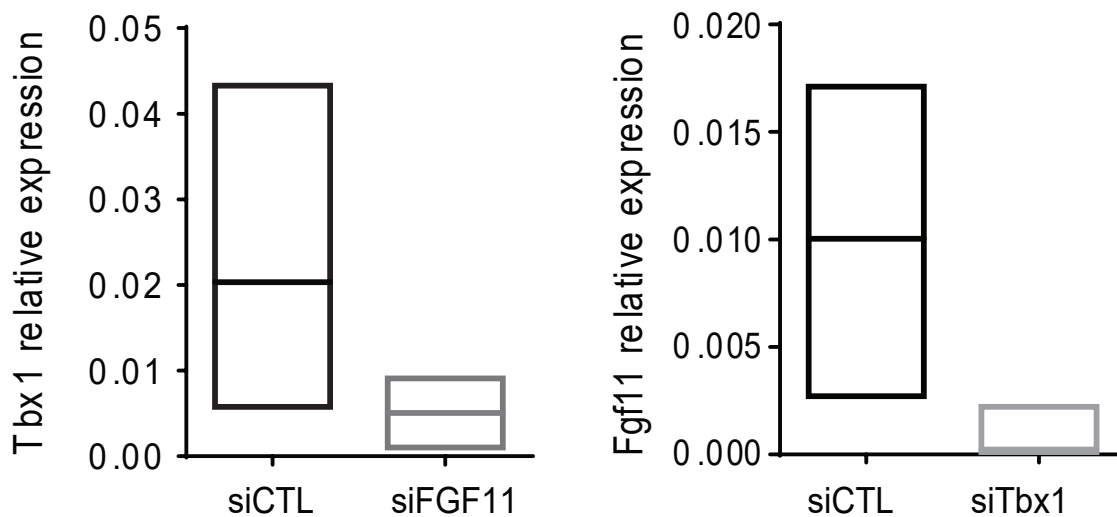

Fgf11 relative expression

Supplementary Figure 3. (A) Relative expression profile of *Tbx1* and *Sox9* in the forelimb of E10.5 mouse embryos after 1 hour of culture. RT-qPCR on separated cells using *Rps9* as a reference gene. (B) *Tbx1* and *Fgf11* were imported into Pathway Studio and an interaction maps were created. Each node represents a gene entity of the interaction. Lines represent type of relations that were automatically extracted from the literature. *Tbx1* was related to approximately forty four different genes including *Sox9*. *Fgf11* interaction searching includes expression target and expression regulators like *hif1a*. The legend of the interaction network is summarized on the left of the figure. (C) Relative expression profile of *Tbx1* and *Fgf11* in the forelimb of E10.5 mouse embryos that have been transfected with either the siRNA control (siRNA CTL) or the siRNA against *Fgf11* or *Tbx1* (si*Fgf11* or si*Tbx1*, respectively) at the embryonic stage E9.5 and cultured 24h *ex utero*.

How the deposited data were processed for this re-analysis (not part of the article)

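RNA of mouse FBs had been hybridized to Affymetrix Mouse Exon arrays, 1 array per sample. The 21 arrays belong to E10.5 FBs at 0, 1, 3 and 6 h of culture and E12.5 FBs at 0, 1 and 3 h, with 3 arrays in each of the 7 groups. The log2 values used here were made by the authors with RMA in the Affymetrix Expression Console, that is background correction, quantile normalization and summarization of the probes of each transcript cluster. The probe intensities themselves and values for single exons are not analysed here. The table was checked to hold values for all 21 arrays with 0 missing, and a single sample column per array. Array medians lay between 6.00 and 6.57 apart from 1 array of E12.5 at 1 h just above, so the summarized values are not fully equalized between arrays.

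Transcript clusters with 1 gene (14996) were kept, and those with several genes (1019) or none (7317) were left out of the main tests, because their values cannot be assigned to a gene. By gene identifier, 14941 clusters were matched to the genes of mouse assembly GRCm38.p6. Of the 135 genes with more than 1 cluster, the cluster with the highest mean was taken. In 26 of them the clusters correlated negatively over the arrays. The 14860 remaining genes were fitted in R (version 4.3.3) with limma (version 3.58.1), as a mean for each of the 7 groups over all 21 arrays, with 14 residual degrees of freedom and 3.09 prior degrees of freedom from the empirical Bayes step. Adjusted p is the Benjamini-Hochberg value over all 14860 genes, and a gene was called at an adjusted p under 0.05. Comparisons were each culture time with 0 h of the same stage, E12.5 with E10.5 at 0 h, E12.5 culture with E10.5 at 0 h, 6 h with 3 h of E10.5 culture, and the difference between the changes in E10.5 and E12.5 culture. Errors beside group means are SDs of 3 arrays. An exact permutation of 3 against 3 arrays cannot give p under 0.1, so each gene was tested with limma.

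Lists of genes were compared with all other genes by camera of limma at an inter-gene correlation of 0.01 and with an estimated correlation, for lists of at least 5 measured genes. The Benjamini-Hochberg adjustment runs over all lists and comparisons. The 14 process lists are immediate early genes, heat shock proteins, the amino acid and integrated stress response, hypoxia, p53 targets, apoptosis regulators, mitosis, cholesterol synthesis, collagens and matrix, chondrogenesis, calcium channel subunits, the sarcomere thin filament, and the Fgf and T-box families. The 16 marker lists are distal limb mesenchyme, limb ectoderm and apical ridge, proximal limb with shoulder girdle and flank, coelomic mesothelium, skeletal muscle, heart muscle, smooth muscle, neurons and sympathetic ganglia, neural crest and Schwann cells, endothelium, erythroid cells, macrophages, placenta and decidua, liver and yolk sac endoderm, Y-linked genes and X-inactivation. They were written from general knowledge with the paper's tables in view. Genes of the paper's Supplementary Tables 1 to 4 were also tested as lists, although the paper had chosen them on these arrays.

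Genes named in the text follow a rule set together with the comparisons. It takes up to 10 genes with the largest rise and 10 with the largest fall per comparison among those called whose groups do not overlap, any gene that the paper names in its text, its Fig. 5 or its Supplementary Tables 2 and 4, and up to 4 members of each list per comparison. The paper's own values for its genes had been seen. Genes named outside this rule are said to be so. *Fgf11*, *Fndc3c1*, *Xist* and *Hba-a1* have no cluster of their own and are not analysed here.

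The alternatives tried were a shift of each array to a common median, quantile and cyclic loess normalization of the values, leaving out the 30% of genes with the lowest mean, the mean of all clusters of a gene, all features of the table, empirical Bayes moderation with trend and robust options, array weights, the replicate number as a block, only the groups of a comparison, an unadjusted p under 0.01 (the paper gives p under 0.01 without saying whether it was adjusted), an adjusted p under 0.01, a fold of at least 1.5, the methods' t-test (run as an unpaired t-test with 2 tails, since the paper names a Mann-Whitney unpaired t-test in its general statistics and no test for the arrays), and leaving out each array in turn. For lists they were the estimated correlation, the replicate number as a block and members in none of the paper's tables. After seeing the data, a fit without the 2 arrays farthest from their groups and a fit with the mean of the placenta and decidua list as a covariate were added. The whole procedure was tested on simulated data, with 21 arrays drawn at random from each gene's mean and residual SD and changes added to some genes of E10.5 at 3 h. It recovered 34.3% of genes with a change of 0.5, 77.6% with 1 and 98.5% with 2, and called 6 other genes. The FACS, RT-qPCR, siRNA and in situ hybridization experiments of the paper are not analysed here.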

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

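The test of flank markers was set before its result was seen, whereas the tests of embryo sex, of tissue composition at 6 h, of carried-along decidua and of other splits of the arrays were chosen only after the results were seen. A difference between groups drew attention to 80 genes at 1 h and 2119 genes at 3 h, whose changes in E10.5 and E12.5 culture differed when limma tested the difference itself. Other splits of the arrays were drawn in 2 sets of 100, the second after the first was seen. Of the distinct splits, 3 of 147 at 1 h and 5 of 145 at 3 h reached the real count, the real one included (2.04% and 3.45%). Both shares lie under a limit of 5%, though other splits gave more genes. The splits exchange 0 h and cultured arrays within a stage, which also removes the change that the stages share. They therefore cannot decide whether a difference between the stages arose by chance. The highest of the other splits gave 139 and 3353 genes. At 3 h 1 of the splits as large exchanges whole groups, and the highest with arrays mixed between groups gave 2999. Without single arrays the counts ran from 34 (without E10.5 0 h replicate 2) to 301 (without E10.5 0 h replicate 1) at 1 h and from 1173 to 2142 (without the same 2 arrays) at 3 h.

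The same difference between the stages was tested for the lists of genes, and is given as the median of the change in E10.5 culture minus that in E12.5 culture, with the adjusted p of the camera test at the preset and at an estimated correlation. At 1 h it was higher at E10.5 for the amino acid and integrated stress response (0.266, adjusted p = 0.026 and 0.839), chondrogenesis (0.631, adjusted p = 9.79e-08 and 0.313), calcium channel subunits (0.295, adjusted p = 0.0133 and 0.541) and the sarcomere thin filament (0.463, adjusted p = 0.0136 and 0.528). At 1 h it was also higher for markers of mesothelium (0.865, adjusted p = 8.05e-07 and 0.304), skeletal muscle (0.514, adjusted p = 0.000892 and 0.598), neurons and sympathetic ganglia (1.477, adjusted p = 4.56e-06 and 0.518) and neural crest and Schwann cells (0.521, adjusted p = 0.0264 and 0.513). At 1 h it was lower at E10.5 for cholesterol synthesis (-0.216, adjusted p = 0.0162 and 0.709) and for markers of proximal limb and flank (-0.639, adjusted p = 4.12e-07 and 0.309) and placenta and decidua (-1.831, adjusted p = 0.000298 and 0.47). At 3 h it was higher for mitosis (0.377, adjusted p = 7.9e-06 and 0.508) and mesothelium (0.994, adjusted p = 0.000197 and 0.372), and lower for immediate early genes (-0.465, adjusted p = 0.00121 and 0.512) and proximal limb and flank (-1.044, adjusted p = 4.5e-09 and 0.283). For the neuronal and neural crest lists 1 array stands apart, E10.5 1 h replicate 1, with list means of 9.58 and 8.17 against 6.73 and 6.83, and 7.24 and 7.17, in the other 1 h arrays. The preset correlation calls each of these 15, and with the estimated correlation their adjusted p ran from 0.283 to 0.839, none past the threshold. With only members in none of the paper's tables, 7 of the 15 lose their call (adjusted p from 0.167 to 0.942), namely the stress response, calcium channel subunits, the sarcomere, mesothelium, skeletal muscle and neural crest at 1 h and mesothelium at 3 h.

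Some lists had at least 1 of every 2 measured members called in 1 direction in culture. The stress response had 20 of 33 members higher at 6 h of E10.5 culture, cholesterol synthesis 10 of 14 lower, distal limb mesenchyme 14 of 20 lower, and limb ectoderm and apical ridge 12 of 20 lower. Mesothelium markers were higher in 10 of 13 at 3 h and neural crest and Schwann cell markers in 6 of 11 at 1 h of E10.5 culture. At 3 h of E12.5 culture, 18 of 21 genes of mitosis were lower and 16 of 18 proximal limb and flank markers higher.

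In E10.5 culture 84 genes were lower at both 1 h and 3 h, 11 of which were still lower at 6 h, and decidual genes such as *Prl8a2* were among the largest falls. Decidua or placenta carried along with some 0 h samples is a candidate explanation, since the mean of this marker list was 4.97, 7.19 and 7.19 at 0 h, at most 4.49 at 1 h and 3 h, and 4.95, 7.21 and 5.84 at 6 h, where the falls had mostly ended, and since at 0 h alone, before any culture, 67 of the 82 of these genes outside the list were higher in replicates 2 and 3 than in replicate 1, by a median of 1.70 (the median change of the 84 at 1 h was -1.53). The list has 10 measured genes, 3 of them in the paper's tables, 0 in another list and 1 above the median gene in E12.5 FBs, and the test was made among the E12.5 0 h arrays, which are no part of the pattern. There the 82 of the 84 genes outside the list were higher by a mean of 0.223, 65 of the 82 going that way, in the array with the highest marker level than in the one with the lowest, against 0.045 to 0.143 for the central 90% of 10000 random lists matched on level (the highest gave 0.228), a comparison that rests on 2 arrays. The random lists were matched on level alone and not on how genes vary together. The test therefore does not separate decidua from another difference between those 2 arrays. A response of FB cells to culture, the other explanation that the design offers, cannot cause a difference between 0 h arrays but stays open for the falls in culture. The marker level differs between the groups themselves, so a fit with it as a covariate (80 genes at 1 h and 204 at 3 h) decides nothing.

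Of 13 mesothelium markers 9 and 10 rose, of 18 flank markers 2 and 2 rose and of 20 distal limb markers 6 and 2 fell at 1 h and 3 h of E10.5 culture, while some neuronal, neural crest and muscle markers were higher at 1 h (adjusted p from 0.108 to 0.518 for these lists with an estimated correlation). For different sex of the embryos the written rule gave no verdict. Of the genes called, 3.74% at 3 h and 2.75% at 1 h lie on the X or Y chromosome, where the rule for sex as the cause asked for most of them. The Y-linked *Eif2s3y* and *Kdm5d* differed by -1.56 and -1.46 at 1 h (adjusted p = 0.749 and 0.738, not called), more than the rule against it allowed. The called genes thus lie mostly elsewhere, but a difference in sex itself is not excluded. For more flank and body wall tissue in the cultured samples, the 22 mesothelium and flank markers outside the paper's tables were to rise by at least 0.3 at both times if it held and by less than 0.1 if not. They rose by a median of 0.315 at 1 h and 0.295 at 3 h (0.594 at 6 h; 16 of the 18 flank and 5 of the 13 mesothelium markers lie above the median gene at 0 h already), while 15 distal markers outside the tables went by -0.353 and -0.472. The value at 3 h lies between the limits, so a different dissection margin and a response to culture cannot be told apart for these markers.

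The paper describes a return to the original level at 6 h, but 199 of the 334 genes changed at both earlier times were still changed. This is favoured by measuring all 3 times from the same 0 h arrays. The changes at 3 h and 6 h correlated with r = 0.615, and with a mean of 0.472 (from -0.07 to 0.829) in simulated arrays with no change. Such return as there was could come from 6 h samples that resemble those of 0 h in tissue composition, or from an adaptation of the FBs with time in culture. Of the 10 marker lists changed at both 1 h and 3 h, 3 were back within 0.2 of 0 h at 6 h and 4 kept at least 50% of their change, with a median of 31.3% kept. Those within 0.2 were smooth muscle, erythroid and neural crest markers, which kept -10.5%, 3.8% and 11.1%. Placental, neuronal and skeletal muscle markers kept 24.3%, 28.7% and 33.9%. Distal, proximal, mesothelial and endothelial markers kept 310.9%, 258.2%, 135.2% and 128.1%. The lists thus go both ways, and composition and time in culture cannot be told apart, because each time point has its own samples.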

How the results depend on the processing

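The fit without the 2 arrays farthest from their groups (E10.5 3 h replicate 2 and 6 h replicate 3) and the fit with the placenta and decidua covariate were chosen after seeing the data, and the other alternatives were planned. The counts below are of genes called at 1 h (581), 3 h (696) and 6 h (1004) of E10.5 culture, at 1 h (314) and 3 h (4086) of E12.5 culture, between the stages in utero (4023), at both 1 h and 3 h of E10.5 culture (334), in both cultures (46), and with a difference between the cultures at 1 h (80) and 3 h (2119). Each stayed within 1.5 times its value under a common median, without the dim genes, with the mean of all clusters, with trend and robust moderation and with the replicate block (603, 675, 1022, 294, 4127, 4008, 328, 47, 59 and 2013 in that order). The replicate numbers do not pair the samples: deviations of arrays with the same number correlated with a median of 0.006. Quantile normalization gave 1062 at 3 h of E10.5 culture, 506 at 1 h of E12.5 culture and 121 for the difference at 1 h. Cyclic loess gave 901 and 1119 at 1 h and 3 h of E10.5 culture, 539 at both, 77 in both cultures and 142 for the difference at 1 h. All features of the table, unnamed ones included, gave 373 at 1 h of E10.5 and 206 at 1 h of E12.5 culture, 222 at both E10.5 times, 20 in both cultures and 35 for the difference at 1 h. Array weights raised the counts to 1884, 2670 and 2065 in E10.5 culture, 1479 at 1 h of E12.5 culture, 6291 in utero, 1295 at both E10.5 times, 214 in both cultures, and 1074 and 4421 for the differences. Fitting only the groups of the comparison, with fewer arrays to estimate the variance, gave 124, 82 and 343 in E10.5 culture, 621 at 1 h of E12.5 culture, 76 at both E10.5 times and 143 for the difference at 1 h. For these 5 settings the cause was not tested. Thresholds move the counts by construction: an unadjusted p under 0.01 gave 1184, 1348 and 1532 in E10.5 culture, 863 at 1 h of E12.5 culture, 675 at both E10.5 times, 107 in both cultures and 568 for the difference at 1 h. An adjusted p under 0.01 gave 187, 222, 482, 106, 2470 and 2465 for the 6 comparisons, 124 at both E10.5 times, 13 in both cultures, and 23 and 518 for the differences. A fold of at least 1.5 left 666 at 6 h, 1840 at 3 h of E12.5 culture and 2239 in utero. The methods' t-test, run as a plain unpaired t-test although the paper's wording joins it with Mann-Whitney and names no test for the arrays, gave 923 at 1 h of E12.5 culture at p under 0.01, and after Benjamini-Hochberg 0 at 1 h and 0 at 3 h of E10.5 culture (2121 and 1749 at an unadjusted p under 0.05), 71 at 6 h and 1 at 1 h of E12.5 culture. Without the 2 arrays, 985 genes were called at 1 h of E10.5 and 566 at 1 h of E12.5 culture, 80 in both cultures and 196 for the difference at 1 h. With the covariate the counts fell to 80 and 204 at 1 h and 3 h of E10.5 culture, 64 at both and 12 in both cultures. For these 2 fits the cause was not tested either. The 7 gene values that reversed did so under the covariate, none past the threshold there: *Ctsj* (0.31 at 1 h and 0.14 at 3 h), *Gzmd* (0.19 at 1 h), *Serpinb9b* (0.48 at 1 h and 0.27 at 3 h) and *Tpbpa* (0.37 at 1 h and 0.10 in utero). Leaving out each array in turn, the ranges over these settings were 233 to 834, 317 to 839 and 634 to 1710 in E10.5 culture, 106 to 252 and 3045 to 3482 in E12.5 culture, 3015 to 3539 in utero, 149 to 546 at both E10.5 times, 17 to 67 in both cultures, and 34 to 301 and 1173 to 2142 for the differences. The share still changed at 6 h (59.6%) ran from 49.2% to 74.8% and the correlation of the change at 3 h with that in utero (0.500) from 0.452 to 0.593 in these, and from 40.4% to 79.2% and 0.435 to 0.59 over the other settings. Of 224 tests of fixed lists 101 were called, 96 to 109 without single arrays, 100 with the replicate block and 0 with the estimated correlation (32 at an unadjusted p under 0.05). With only members in none of the paper's tables, 216 of the tests had at least 5 members and 61 were called, among them 59 of the 96 of these called before. For the paper's lists, which have no members outside its tables, 148 of 160 were called, 144 to 149 without single arrays and 98 with the estimated correlation. Under the common median, quantile and loess scalings, which move the median change of all genes by up to 0.232, 0.099 and 0.065, 96, 93 and 97 of the 101 list calls stayed. Under quantile and loess 0 flipped, whereas a common median moves a list and all other genes alike, so that a flip was hardly possible there. The share of genes higher in utero went from 72.7% to 31.5%, 47.8% and 53% under them, and at 3 h of E12.5 culture from 36.1% to 45.2%, 48.2% and 50%, so the balance of rises and falls depends on the scaling. Of 14616 values of 285 named genes, 12479 kept their side of the threshold, and their direction where called, 1850 lost their call, 280 gained one and 7 reversed. Signal over background could not be measured without the probe intensities, and the number of arrays limits which changes are seen: 34.3% of the changes of 0.5 put into simulated arrays were recovered.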

Differences from the paper's values

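The paper gives 616 genes changed after 1 h and 3 h of culture, at a p under 0.01 with a test it does not name for the arrays and without saying whether it was adjusted, and 334 genes passed the adjusted test at both times here. The 616 is the sum of the paper's 8 clusters, in which a gene can recur, so the 2 numbers do not count the same thing, and of the distinct genes of its Supplementary Table 1, 356 were measured. Of the alternatives set before the data were examined, quantile normalization (499), cyclic loess (539), an unadjusted p under 0.01 (675) and the fit without E10.5 0 h replicate 1 (546) come within 1.5 times the paper's number. A common median (379), the filter on dim genes (355), the mean of all clusters (335), all features (222), trend and robust moderation (393), array weights (1295), the replicate block (328), only the groups of the comparison (76), an adjusted p under 0.01 (124), a fold of at least 1.5 (262) and the other fits without 1 array (149 to 386) do not. The fit without the 2 arrays farthest from their groups, chosen after seeing the values, reaches 464 and leaves uncalled 155 of the 356 measured genes of the paper's Supplementary Table 1, where the main test leaves 190.

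For the genes with similar changes in both cultures the paper gives 83, and 46 passed here. Of the same alternatives, quantile normalization (68), cyclic loess (77), the filter on dim genes (60), trend and robust moderation (58), only the groups of the comparison (57), an unadjusted p under 0.01 (107) and the fit without E10.5 3 h replicate 2 (67) come within 1.5 times the paper's number. A common median (44), the mean of all clusters (46), all features (20), array weights (214), the replicate block (47), an adjusted p under 0.01 (13), a fold of at least 1.5 (33) and the other fits without 1 array (17 to 47) do not. The fit without the 2 arrays, chosen after seeing the values, gives 80 and leaves uncalled 40 of the 73 measured genes of the paper's Supplementary Table 2, where the main test leaves 55.

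Of the genes with a known link to the limb, the paper counts 14 as up-regulated and 3 as down-regulated, after setting aside those with conflicting probe sets. Here 1 was only lower, and no alternative run on these genes (common median, quantile, cyclic loess, mean of all clusters, trend and robust, array weights, replicate block and the 3 other thresholds) changes this. The legend of Fig. 5 names *Jun*, *Ncam1*, *Tgfbi* and *Tnc* for probe sets that go both ways. The counts of the paper and those here thus do not cover the same genes. For *Tbx1*, the paper's fold over uncultured E10.5 is about 2.4 after 3 h of E10.5 culture in Fig. 5, read by eye, against 1.22 here. It is about 3.5 in uncultured E12.5 FBs and about 3.3 after 1 h of E12.5 culture in Fig. 5, both read by eye, against 1.86 and 1.86. The figure shows a probe set of 1 exon and the values here are of the whole gene. None of the same alternatives closes these gaps, with folds from 1.22 to 1.52 after 3 h, 1.58 to 2.11 in uncultured E12.5 and 1.54 to 2.12 after 1 h of E12.5 culture.

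The paper has 6 of its 8 clusters and most of its early genes back at the original level after 6 h. Here the median changes at 6 h were -0.01, 0.09, 0.55 and 1.25 in clusters 1, 2, 3 and 4 and 1.43, 2.43, 1.07 and 0.84 in clusters 5, 6, 7 and 8 (in cluster 1, 23 genes were higher and 10 lower), and 199 of the 334 genes changed early were still changed, a count that the shared 0 h arrays favour. Among its 4 genes measured by RT-qPCR, whose levels the paper has return at 6 h, *Tnc*, *Ncam1*, *Col1a1* and *Sox6* were 5.08, 0.80, 1.14 and 0.96 above 0 h (adjusted p = 3.46e-09, 0.0273, 0.00125 and 0.0146). The calls of *Ncam1* and *Sox6* at 6 h are lost at an adjusted p under 0.01, those of *Ncam1*, *Col1a1* and *Sox6* with the methods' t-test after Benjamini-Hochberg (0.135, 0.136 and 0.143), and that of *Sox6* without E10.5 0 h replicate 2 (0.0526). That of *Ncam1* is also lost without E10.5 0 h replicate 1, 2 or 3 (0.0531, 0.0575 and 0.105), without 6 h replicate 1 or 3 (0.0665 and 0.0584) and without the 2 arrays farthest from their groups (0.0532), chosen after seeing the values. Over the alternatives the adjusted p ran from 3.53e-10 to 0.0143 for *Tnc*, 0.00746 to 0.135 for *Ncam1*, 0.000112 to 0.136 for *Col1a1* and 0.00179 to 0.143 for *Sox6*.

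*Foxp1* is shown as down-regulated by the paper's Fig. 5 and rose by 1.06 and 1.13 at 1 h and 3 h of E10.5 culture here (adjusted p = 0.000252 and 9.26e-05, 3.49e-06 to 0.139 and 5.18e-08 to 0.222 over the alternatives). *A2m* has a rise in the paper's Supplementary Table 2, which does not state the contrast of its folds, as in E12.5 culture here, while in E10.5 culture it fell by 4.84 (adjusted p = 0.00259) at 1 h and its change was -4.53 (adjusted p = 0.00399) at 3 h. The other 72 of the 73 measured genes had the sign of their fold in that table at 1 h and 3 h of both cultures.

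*Sox6* is up-regulated after 1 h of culture in the paper. Here its rise of 0.79 missed the threshold (adjusted p = 0.0599, 0.0134 to 0.515 over the alternatives). It passes with a common median (0.0379), quantile normalization (0.0323), cyclic loess (0.0231), the filter on dim genes (0.044), trend and robust moderation (0.0492), array weights (0.0134), without E10.5 1 h replicate 3 (0.0487), and at an unadjusted p under 0.01. It also passes without the 2 arrays farthest from their groups (0.0223), chosen after seeing the values, a setting that leaves uncalled 155 of the 356 measured genes of the paper's Supplementary Table 1. At 3 h *Sox6* passes with a common median (0.0495), quantile normalization (0.0385), cyclic loess (0.0325), array weights (0.00103), without E10.5 3 h replicate 2 (0.0173) and without the same 2 arrays (0.0165), against 0.112 in the main test and a range of 0.00103 to 0.55. By RT-qPCR, not analysed here, the paper reports that *Tbx1* rose significantly from E10.5 to E12.5 in FBs of cultured embryos (Fig. 7A). In its Fig. 5 *Tbx1* is up-regulated in E10.5 culture. Here array weights call it at 3 h (0.00233, range 0.00233 to 0.893) and at 6 h (0.0431, range 0.0431 to 0.892), the main test does not, and at E12.5 in utero it was 0.89 higher (adjusted p = 0.000545).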

Other observations

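Counts over other splits of the arrays were made only after the results were seen. For each comparison of 3 with 3 arrays there are 10 splits, too few for a share under 5%, and 1 of the 10, the real one, reached the real count. The real count and the highest of the other splits were 581 and 2 at 1 h, 696 and 3 at 3 h and 1004 and 373 at 6 h of E10.5 culture, 314 and 0 at 1 h and 4086 and 0 at 3 h of E12.5 culture, and 4023 and 64 in utero. For the 334 genes changed at both 1 h and 3 h of E10.5 culture, 1 of 185 drawn splits, the real one, reached the count. The highest other gave 3 genes. For the 46 genes changed in both cultures it was 1 of 199, with 0 in the highest other. A chance assignment of arrays to culture times can thus be excluded for both. The splits mix 0 h and cultured arrays within a stage and so remove its culture changes. Hence they cannot decide whether real responses would share as many genes by chance. For the 101 calls of fixed lists chance cannot be excluded, since 13 of 199 drawn splits reached as many, with 115 in the highest other and a median of 79. The 2 sets of 100 draws, the second made after the first was seen, gave 3 and 11.

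Some lists belong at no claim. Of 21 genes of the hypoxia response, 1 of them in the paper's tables, 5 were higher at 3 h of E10.5 culture (7 when adjusted over the list alone), with adjusted p = 8.52e-07 in the camera test and 0.394 with an estimated correlation, and 4 were lower at 6 h (5 over the list alone), with adjusted p = 0.00162 in the camera test and 0.57 with an estimated correlation. At 3 h of E12.5 culture 6 were higher and 1 lower (7 and 2 over the list alone), with adjusted p = 0.103 in the camera test. Of 12 heart muscle markers, 1 of them in the paper's tables, 2 were higher at 3 h of E10.5 culture (3 over the list alone) and 2 in utero (2), with adjusted p = 0.242 and 0.541 in the camera test. At 3 h and in utero the median of this list was -0.01 and -0.21 and the mean 0.26 and 0.24, so they differ in sign, and the test went up at 3 h and down in utero. Of 8 smooth muscle markers, 4 of them in the paper's tables, 2, 3 and 2 were higher at 1, 3 and 6 h of E10.5 culture (3, 3 and 3 over the list alone). The camera test gave adjusted p = 0.00998, 0.0171 and 0.0475, and with an estimated correlation 0.512, 0.513 and 0.57. At 6 h its median was -0.02 and its mean 0.49, with the test going up. At 1 h and 3 h of E12.5 culture 1 and 3 were higher (4 and 6 over the list alone), with adjusted p = 0.000111 and 0.00393 (0.313 and 0.467 with an estimated correlation).

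Of 19 macrophage markers, 3 of them in the paper's tables, 10 were higher at E12.5 than at E10.5 in utero (11 over the list alone), with adjusted p = 0.00224 in the camera test and 0.513 with an estimated correlation, and 2 were higher at 1 h of E12.5 culture (3 over the list alone), with adjusted p = 0.0222 in the camera test and 0.604 with an estimated correlation. With members in none of the paper's tables the latter call is lost (adjusted p = 0.215). Of 19 erythroid markers, 7 of them in the paper's tables, limma called 0 at 1 h of E10.5 culture, with 7 lower at an unadjusted p under 0.05 and a median of -1.03. The camera test gave adjusted p = 2.34e-06 there, and 0.54 with an estimated correlation. In utero 1 was higher and 2 lower (1 and 2 over the list alone), with adjusted p = 0.0498 in the camera test and 0.882 with an estimated correlation, and a call lost with members in none of the paper's tables (adjusted p = 0.0545). Of 12 markers of liver and yolk sac endoderm, which share no gene with the paper's tables, limma called 0 at 1 h of E10.5 culture, with 6 lower at an unadjusted p under 0.05 (6 called over the list alone) and a median of -1.10, and with adjusted p = 0.000111 in the camera test and 0.518 with an estimated correlation. At 1 h of E12.5 culture limma also called 0, with 2 lower at an unadjusted p under 0.05 and a median of -1.12, and with adjusted p = 0.00203 in the camera test and 0.604 with an estimated correlation. Of the Y-linked genes 2 were measured, both in the paper's tables, too few for the list test, and of the X-inactivation list 0 have a cluster of their own. *Eif2s3y* and *Kdm5d* differed by -1.81 and -1.46 at 3 h of E10.5 culture (adjusted p = 0.626 and 0.67), and neither was called.

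Arrays differed in their distance from the group means. The SD of the residuals was 0.335 for E10.5 3 h replicate 2, 0.309 for 6 h replicate 3 and 0.304 for 0 h replicate 1, against 0.136 to 0.178 over the 9 arrays of E12.5, and the medians of the first 2 of these arrays were 6.00 and 6.02.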
